# Developmental Maturation and Alpha-1 Adrenergic Receptors-Mediated Gene Expression Changes in Ovine Middle Cerebral Arteries

**DOI:** 10.1038/s41598-018-20210-w

**Published:** 2018-01-29

**Authors:** Dipali Goyal, Ravi Goyal

## Abstract

The Alpha Adrenergic Signaling Pathway is one of the chief regulators of cerebrovascular tone and cerebral blood flow (CBF), mediating its effects in the arteries through alpha1-adrenergic receptors (Alpha1AR). In the ovine middle cerebral artery (MCA), with development from a fetus to an adult, others and we have shown that Alpha1AR play a key role in contractile responses, vascular development, remodeling, and angiogenesis. Importantly, Alpha1AR play a significant role in CBF autoregulation, which is incompletely developed in a premature fetus as compared to a near-term fetus. However, the mechanistic pathways are not completely known. Thus, we tested the hypothesis that as a function of maturation and in response to Alpha1AR stimulation there is a differential gene expression in the ovine MCA. We conducted microarray analysis on transcripts from MCAs of premature fetuses (96-day), near-term fetuses (145-day), newborn lambs, and non-pregnant adult sheep (2-year) following stimulation of Alpha1AR with phenylephrine (a specific agonist). We observed several genes which belonged to pro-inflammatory and vascular development/angiogenesis pathway significantly altered in all of the four age groups. We also observed age-specific changes in gene expression–mediated by Alpha1AR stimulation in the different developmental age groups. These findings imply complex regulatory mechanisms of cerebrovascular development.

## Introduction

The brain is an organ of high metabolic demand that at rest consumes ~20% of the body’s oxygen (O_2_), despite comprising only ~2% of body weight^1^. Of critical importance, in response to many stressors both immature animals and adults are subjected to dysregulation of cerebral blood flow (CBF) and function. Nonetheless, the cellular and molecular mechanisms by which the cerebrovasculature develops and is regulated remain enigmatic; this is of particular importance in terms of cerebral pathophysiology. For instance, the premature fetus, near-term fetus, and newborn infant, in response to CBF dysregulation, may develop hypoxic-ischemic encephalopathy (HIE), germinal matrix hemorrhage, intracerebral hemorrhage, intraventricular hemorrhage, and related problems^2–6^. In turn, these pathologies may give rise to clinical pathologies such as cerebral palsy, mental retardation, behavioral disorders, and other sequelae with long-lasting medical and socioeconomic consequences^2,7^. A sobering reality is that despite the extensive application of fetus heart rate monitoring for the detection of fetus asphyxia and the rising rate of cesarean section, there has been no diminution in the rates of cerebrovasculature dysfunction –mediated complications^8,9^.

Of importance, norepinephrine is one of the chief regulators of cerebral vasculature during development as well as in disease and stress^10–13^. Norepinephrine is a well-studied stress hormone and a major chemical messenger of adrenergic nervous system^14–16^. Importantly, the cerebral vasculature is richly innervated, the largest component of which is adrenergic in nature^17–19^, and is thought to serve both vasomotor and trophic functions^20–22^. Despite recognition of cerebral adrenergic innervation for more than a century, there has remained some controversy about the regulatory role adrenergic nerves play in the brain^23^. Some have argued that the sympathetic system has a little biological significance in cerebral vasculature^24,25^. In contrast, evidence, particularly in a developing organism, supports a dynamic role in cerebrovascular autoregulation in response to changes in blood pressure^26–29^, and in the maintenance of cerebrovascular tone^30^. An important barrier towards the study of the role of norepinephrine was its inability to cross the blood-brain barrier^16^. Other reasons which may play a role in the confusion were the species differences. While in the cat an abrupt rise in arterial pressure produced a transient increase in CBF that is attenuated by stimulation of the cervical sympathetic nerves (adrenergic stimulation), this was not seen in the dog^31^. However, the evidence demonstrates that developmental age is an important determinant of cerebrovascular response to sympathetic stimulation, fetuses and newborns being particularly sensitive in this regard. Active cerebrovascular autoregulation was demonstrated in the newborn dog pup^32^ and piglets^33,34^, and in near-term fetus lambs^35,36^, as well as in preterm lambs^37^.

The major receptor which mediates norepinephrine’s vascular effect is Alpha-1 Adrenergic Receptors (Alpha1AR)^28,38^. In tracheotomized, pancuronium bromide paralyzed lambs (<2 weeks of age) electrical stimulation of the superior cervical ganglion (SCG; sympathetic ganglion) reduced ipsilateral CBF by 25 ± 3%. In contrast, following Alpha1AR inhibition by the antagonist prazosin this decrease was only 5 ± 1%^39^. Thus, it is apparent that Alpha1AR plays a critical role in CBF autoregulation. Moreover, with increasing age the anesthetized preterm lamb fetus (94 to 121 days’ gestation), term lambs (127 to 140 days), newborn lambs (7 to 14 days) and adult sheep prepared with a cranial window showed a significant decrease in pial arterial response to infused norepinephrine^40^. Importantly, norepinephrine acts postsynaptically on smooth muscle adrenergic receptors as a determinant of vascular contractility^41–43^. Mechanistic pathways are not completely understood, however.

In studies on adult humans, CBF increased following SCG blockade^29,44,45^. Moreover, in human, studies have demonstrated a significant reduction in cerebral oxygenation following stimulation with norepinephrine as well as phenylephrine^46–48^. Similar to these studies, in sheep we observed significant contractile responses following stimulation with norepinephrine and phenylephrine which were reversed by Alpha1AR antagonist^38^. Similarly, in a term newborn lambs, removal of SCG was associated with linear increase in CBF with increase in mean arterial blood pressure. However, with intact SCG innervation, when mean arterial blood pressure was increased, CBF and O2 consumption remained constant^26^. In contrast, in a preterm lamb, even with intact SCG, CBF increased linearly with increase in mean arterial blood pressure indicating that sympathetic system in not fully mature at this stage^26^. Furthermore, others and we have reported that cerebrovascular reactivity, including that of alpha1-adrenergic-mechanisms, change dramatically with maturational development^26,38,42,43,49^. Also, we have demonstrated that there is a significant increase in Alpha1AR expression with maturation^38^. Importantly, other than regulation of CBF, Alpha1AR has been demonstrated to play a critical role in angiogenesis^21,22^. However, the underlying genetic pathways/networks regulated by Alpha1AR are not well studied. Since their development, microarrays have proven to be powerful tools in the elucidation of gene expression patterns, in response to various physiological and pathological variables. Treatment with Alpha1AR specific agonist phenylephrine (PHE) is been reported with rapid induction of gene expression in the rat neonatal myocardial cells^50^. We have also reported the gene expression profile of sheep carotid artery with reference to maturational development^51^. In continuation to our earlier study, we tested the hypothesis that as a function of developmental maturation and in response to Alpha1AR stimulation there is a differential gene expression in the ovine middle cerebral artery (MCA).

## Materials and Methods

### Experimental animals and tissues

All experimental procedures were performed within the regulations of the Animal Welfare Act, the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the Guidelines of the American Physiological Society, and were approved by the Animal Care and Use Committee of Loma Linda University. For these studies, we used cerebral arteries from premature fetuses (gestational age - 96-days old), near-term fetuses (gestational age 140 days), newborn lambs (5 days old) and non-pregnant adult sheep (18–24 months) obtained from Nebeker Ranch (Lancaster, CA). For each experiment, four animals were used; in case of fetus twins only one of the twins was included in the study. In our previous studies, we have described the isolation of MCA from sheep^38,52,53^. Briefly, pregnant and non-pregnant ewes were anesthetized with thiopental sodium (10 mg/kg, Intravenous) and anesthesia was maintained with inhalation of 1% of isoflurane in oxygen throughout surgery. Following the delivery of the fetus by hysterotomy, fetuses and ewes were euthanized with an overdose of proprietary euthanasia solution, Euthasol (pentobarbital sodium 100 mg/kg and phenytoin sodium 10 mg/kg; Virbac, Ft. Worth, TX). Studies were performed in isolated MCAs cleaned of adipose and connective tissue. From each animal, cleaned MCA were cut into segments ∼4 mm length, and placed in tissue baths containing Krebs buffer (containing in mM: 120 NaCl; 4.8 KCl; 1.2 K_2_HPO_4_; 25 NaHCO_3_; 1.2 MgCl_2_; 2.5 CaCl_2_ and 10 glucose) bubbled with 95% O_2_/5% CO_2_ for 30 minutes. We exposed the arteries to PHE (10 µM) at 38 °C, the contraction of the arteries was monitored and following exposure for 30 minutes arterial segments were snap frozen in the organ bath and stored in −80 degrees for RNA isolation.

Microarray analysis was conducted by utilizing the commercial services of GenUs Biosystems (Northbrook, Illinois). In previous studies, we have described this technique in detail^2–4^. Briefly, MCA segments were homogenized and lysed in Trizol (Ambion, Austin, TX) and total RNA was isolated using standard procedure followed by purification over spin columns (Ambion). Nanodrop 2000 Spectrophotometer was used to measure total RNA concentration and purity at optical density 260 and 280. Quality and degradation were assessed using an Agilent Bioanalyzer with RNA 6000 Nano Lab Chip (Agilent Technologies, Santa Clara, CA). RNA with integrity number >8 were used for preparing labeled cRNA by amplifying the Poly(A) + RNA population within the total RNA sample. About 1 µg of total RNA was primed with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5′ to a d(T)24 sequence and reverse transcribed. Following second-strand cDNA synthesis and purification of double-stranded cDNA, *in vitro* transcription was performed using T7 RNA polymerase. Labeled cRNA quality and quantity was assayed by spectrophotometry and Agilent Bioanalyzer. One µg of purified cRNA was fragmented to uniform size and applied to Agilent Sheep Gene Expression Microarray, 8 × 15 K (Design ID 019921, Agilent Technologies) in hybridization buffer. Hybridization of the arrays was conducted at 65 °C for 17 hours in a shaking incubator. Following hybridization, the array chips were washed at 37 °C for 1 min, then rinsed and dried. Following this the array chips were scanned at 5 µm resolution with an Agilent G2565 Microarray Scanner (Agilent Technologies). The scanned images were processed with Agilent Feature Extraction software and the data generated for each probe on the array was analyzed with GeneSpring GX v7.3.1 software (Agilent Technologies). Annotations are based on the Agilent eArray annotation file dated January 2010.

### Real-time PCR validation

Microarray analysis results were validated by real-time PCR. We chose the top 6 upregulated and 6 downregulated genes for analysis using real time PCR. Primer 3 web-based software (http://frodo.wi.mit.edu/primer3/) was used to design the primers using the same probe sequences as those on the microarray chip. The primers were synthesized by Integrated DNA technologies (Coralville, CA). Total RNA (1 ug per reaction) was reverse transcribed using a Quantitect reverse transcriptase kit (Qiagen, Valencia, CA). Relative expression was normalized to 18 S RNA and fold-changes were calculated using the ΔΔ cycle threshold (CT) method^5^. Samples were analyzed on the Qiagen RotorGene Real-Time PCR machine. Following the validation of the microarray data, downstream differential gene expression, pathway/network analysis, and upstream regulator analysis was conducted.

### Pathway/Network Analysis

We have described these methods in our previous publications^51,54–56^. We analyzed the annotated genes using Ingenuity Pathway Analysis Program (Ingenuity Systems, Redwood City, CA). The pathways identified were ranked based on the ratio of the number of molecules in a given pathway that are altered in the present dataset versus the total known molecules that constitute the pathways. The p-value of the association between specific canonical pathway and the genes present in the test dataset was calculated using Fisher’s Exact Test (P value < 0.05 was considered significant). The ratio was used to measure the number of genes overlap and p-value to measure the confidence of association. Z-score was also calculated to examine the activation or inhibition status of a particular pathway in the present dataset. For the calculation of Z-score, gene expression from Ingenuity knowledge base (published literature) was compared with gene expression changes observed in the present dataset. For example, if the activation of a particular pathway was associated with upregulation of a gene in a particular canonical pathway in the knowledge base and the present dataset it was assigned a score of 1. Similarly, if the activation of a particular pathway was associated with the downregulation of a gene in a particular canonical pathway in both knowledge base and the present dataset it was assigned the score of 1. However, if the activation of a particular pathway was associated with a change in gene expression which is opposite of the observed change in the present dataset it was assigned a score of −1. Finally, all the genes which belonged to a particular pathway were examined, and a total score was assigned. Z-score of >2 or <−2 was considered significant.

### Upstream Regulator Analysis

We have described these methods in our previous publications^51,54–56^.The goal of the upstream regulator analysis was to identify the signal transduction regulators that can mimic the observed gene expression changes in the present dataset with respect to the biological activities occurring in the tissues or cell system. Upstream regulator analysis was conducted using IPA software. The direction of change in the gene expression observed in the experimental samples (relative to a control) was compared for changes in gene expression observed by application of a particular upstream regulator as published in the literature. Each potential upstream regulator was analyzed by using two statistical measures: an overlap p-value and an activation z-score^2,27^. The overlap p-value was based on significant overlap between dataset genes and known targets regulated by an upstream regulator. The activation z-score was used to infer activation states of upstream regulators based on comparison with a model that assigns random regulatory directions (http://ingenuity.force.com/ipa/IPATutorials?id=kA250000000TNF7CAO).

### Statistics

Individual expression values across arrays were compared by normalizing raw intensity data from each gene to the 75th percentile intensity of each array. Only genes with values greater than background intensity for all samples within each group were used for further analysis. Differentially expressed genes were identified by 1.5-fold change and Welch T-test p-values < 0.05 between each age or vessel group. Statistical significance in the real-time PCR data was determined by one-way analysis of variance (ANOVA) and post-hoc Newmans-Keul test.

## Results

Stimulation of arterial segments with PHE produced strong contractile responses in all the age groups studied. To confirm the response to PHE is mediated by Alpha1AR, we added prazosin (Alpha1AR specific antagonist) and observed complete inhibition of PHE-induced contractile response. As we have published this finding in the past, the results are not included in the present manuscript^38,57,58^. 

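MCA segments from premature fetuses, near-term fetuses, newborn lambs and adult sheep were left untreated or exposed to 10 µM PHE for 30 minutes. Their RNA was labelled with a single dye and hybridized to 32 Agilent sheep gene expression arrays, 4 untreated and 4 PHE-treated for each age group. The methods put the premature fetus at 96 days and the near-term fetus at 140 days of gestation, the newborn lamb at 5 days and the adult sheep at 18 to 24 months. The sample labels put them at 96 days, 146 days, 12 hours and 2 years. The paper's text does not state whether the untreated and PHE-treated segments with the same replicate number came from the same animal, and the arrays were fitted without pairing. Nor does it state how long the untreated segments stayed in the tissue bath. The arrays alone therefore cannot tell an effect of time in the bath from one of PHE. The paper's prazosin experiments bear on this only for the genes that it measured by real-time PCR.
Each array carried 15744 spots, of which 536 were controls, for 15008 probes. The authors read the arrays with Agilent Feature Extraction, which subtracts the background within each array. The deposited values are these intensities, with no scaling between arrays. From there, spots that Feature Extraction marked as outliers were left out (1 to 53 per array, median 5), and each intensity was divided by the 75th percentile of its array, as the methods describe, and put on the log2 scale. A value of 0 is therefore the 75th percentile of the array. One limma model gave a mean to each of the 8 groups and a single replicate spread to each probe over all groups. A gene was called altered when its Benjamini-Hochberg adjusted p, from limma's two-sided test, was below 0.05 and its fold change was at least 1.5 in either direction. A probe was tested where it was well above background on all 4 arrays of at least 1 of the groups compared, and a gene with several probes was represented by the probe with the highest mean signal.
Gene symbols came from a reference list for 542 probes, from the array file for 653, and for 1882 from matching the group means printed in Table S1 to the arrays. The remaining 11931 probes carry no symbol here and were counted under their own names. Names matched through Table S1 exist only for genes that the paper lists as altered at some age. At near-term, the means of Table S1 matched the arrays for 1103 genes when PHE replicate 1 was left out and for 147 when it was included. The paper gives no reason for leaving that array out, and most near-term values are given both ways, first without it. Those given once use all arrays unless stated otherwise.
The number of arrays limits the precision of each value. The 75th percentile intensity lay between 639 and 892 (median 775) on untreated and 759 and 985 (median 820) on PHE-treated premature fetus arrays. It lay between 647 and 864 (median 758) and between 687 and 828 (median 742) in the newborn lamb, and between 1014 and 1709 (median 1073) and between 821 and 1027 (median 898) in the adult sheep. Near-term arrays ranged more widely, from 124 to 1366 (median 498) untreated and from 369 to 1669 (median 1359) with PHE. Near-term PHE replicate 1 was the dimmest PHE-treated array at 369, and untreated replicate 4 had a 75th percentile only 1.41 times its background, against 7.56 to 19.4 times in the other age groups. The share of probes well above background was 63.7% to 74.4% on the arrays of the other ages and 59.6% to 95.7% on near-term arrays. Premature fetus and newborn lamb arrays were scanned on one day and near-term fetus and adult sheep arrays on another, so that age and scan day cannot be told apart in comparisons between those pairs of ages. At every age but near-term, all untreated arrays lay in row 1 of their slide and all PHE-treated arrays in row 2. PHE and slide row therefore cannot be told apart at those ages.

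**Figure D1:**
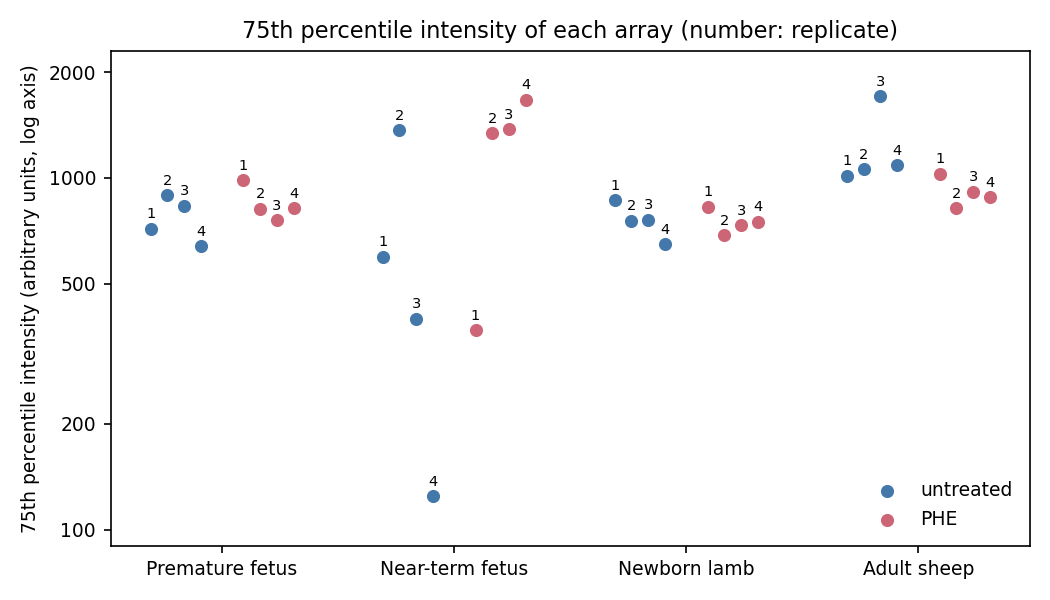
The 75th percentile intensity of each array (arbitrary units, log axis) is plotted by age group for untreated and PHE-treated arrays, with the replicate number above each point. Near-term arrays extend from 124 to 1669, while the arrays of the other ages lie between 639 and 1709.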

Following exposure to PHE, we conducted transcriptomic expression analysis and observed a significant difference in the expression profile with PHE treatment in all the four groups (Fig. 1). To further validate the findings that PHE treatment induced gene expression was in response to Alpha1AR activation, we blocked the receptors by application of prazosin. We observed inhibition of PHE-induced alteration in gene expression changes in top 6 upregulated and top 6 downregulated genes as observed in microarray experiments (Figs 2 and 3). Of interest, we observed that the number of genes altered with PHE treatment reduced with increasing age. 

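With near-term PHE replicate 1 left out, 1979 genes were altered with PHE in the premature fetus, 4441 in the near-term fetus, 1250 in the newborn lamb and 451 in the adult sheep. With all arrays, the numbers were 1730 of 9803 genes tested, 3474 of 9580, 1069 of 9455 and 352 of 9277. Genes with a symbol accounted for 968, 1255, 641 and 266 of these. The fall from the premature fetus through the newborn lamb to the adult sheep held under all 15 alternative settings that kept every array. The near-term fetus had the largest number under 12 of them.
Near-term arrays differed more between replicates than the single spread of the model assumes, which makes near-term calls less certain. In data simulated with each group's own spread and 200 changed genes, far fewer than are called here, this model made 468 false near-term calls beside 172 true ones. False calls were thus 73.1% of its near-term calls, a share that would be lower with more changed genes, against 0.578% in the premature fetus, 5.08% in the newborn lamb and 13.8% in the adult sheep. Fitted on the arrays of each age alone, the numbers were 2881, 271, 1803 and 151. Without near-term PHE replicate 1, a setting chosen after seeing the data, the near-term number from its own arrays was 1379. The methods' t-test with unadjusted p gave 2764, 1835, 1812 and 597, the only setting of the 15 in which the number fell at each step of age. That test gave 2921 at near-term without PHE replicate 1, likewise chosen after seeing the data, more than in the premature fetus. In the simulated data, false calls made up 20.2%, 65.6%, 25.6% and 40.5% of the calls of that test. The simulated noise was drawn for each gene on its own. Deviations shared by many genes of an array were not simulated, so that the share of false calls on the real arrays may differ.

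**Figure D2:**
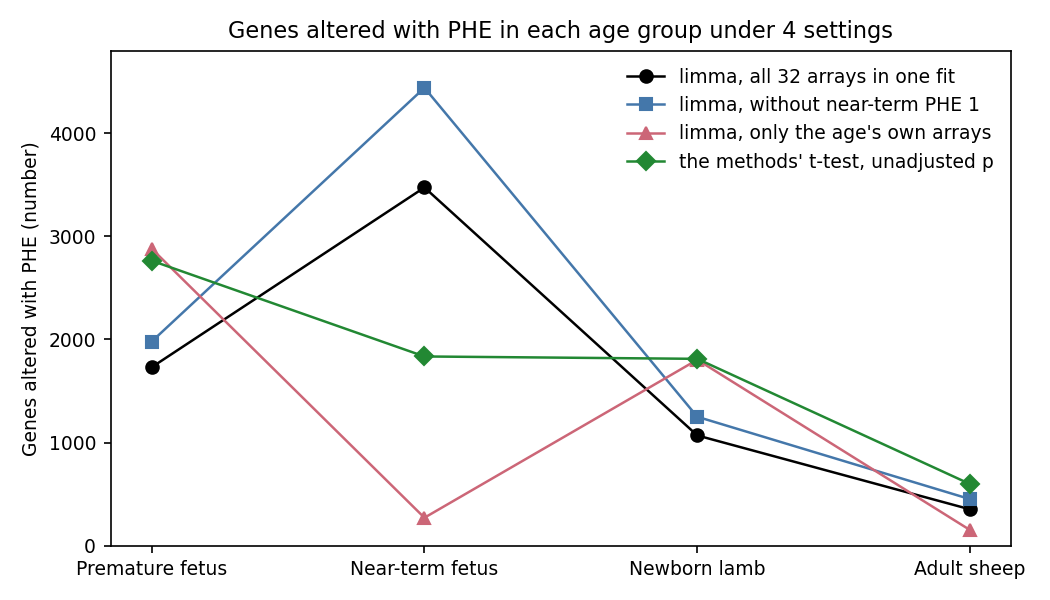
The number of genes altered with PHE is plotted for each age group under 4 settings. The near-term fetus is the highest point when limma is fitted to all arrays (3474, or 4441 without its PHE replicate 1) and lies below the premature fetus when limma is fitted to the arrays of each age alone (271 against 2881) and with the methods' t-test (1835 against 2764).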

The premature fetus lamb MCA had ~300% higher genes altered as compared to those in adults MCA (Fig. 1). 

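The premature fetus had 4.91 times as many altered genes as the adult sheep, or 391% more. Counting only genes with a symbol, the ratio was 3.64, or 264% more. The ratio was 4.63 with the methods' t-test on the same log2 values. It moved most with the adjusted form of that test, which left 9 altered genes in the adult sheep and raised the ratio to 270, and it was lowest with unadjusted p from limma, at 2.60. With each array left out in turn, it stayed between 3.19 and 7.73.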

Next, we compared the genes which were commonly altered in the different age groups and observed a significant overlap in altered gene expression on stimulation with Alpha1AR in different age groups (Fig. 1). 

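Genes altered at both ages of a pair were more numerous than independent draws from the genes tested would give. The premature fetus and the newborn lamb shared 853 altered genes where 192 would be shared by chance, and all of them changed in the same direction. The premature fetus and the adult sheep shared 253 against 63.7 by chance, 99.2% in the same direction. For the near-term fetus and the adult sheep, without near-term PHE replicate 1, 310 genes were shared against 207 by chance, and with all arrays 230 against 131. The log2 fold changes of 10556 genes correlated most closely between the premature fetus and the newborn lamb (Pearson's r = 0.852) among 6 pairs of ages. The near-term fetus correlated least with the newborn lamb (r = 0.434) and the adult sheep (r = 0.431), and the order of these was reversed over the 6954 genes well above background on all arrays (0.504 and 0.517). These correlations are across genes, which are not independent replicates.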

Original data sets and raw files are uploaded to GEO database (Accession no. GSE109325). The genes, pathways, and upstream regulators altered by Alpha1AR stimulation in MCA obtained from premature fetuses, near-term fetuses, newborn lambs, and adult sheep are provided in Supplemental Tables S1, S2, and S3, respectively.

**Figure 1:**
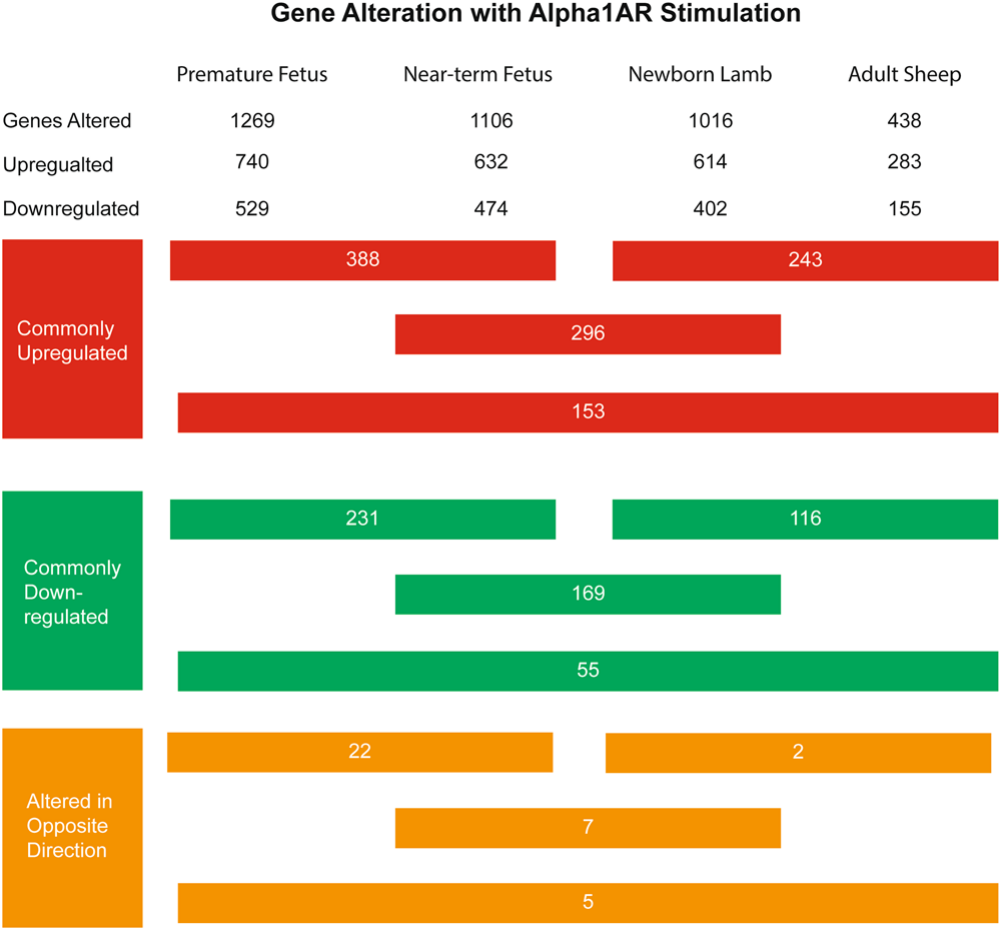
Flowchart demonstrates the number of genes altered in middle cerebral arteries at different developmental ages.

**Figure 2:**
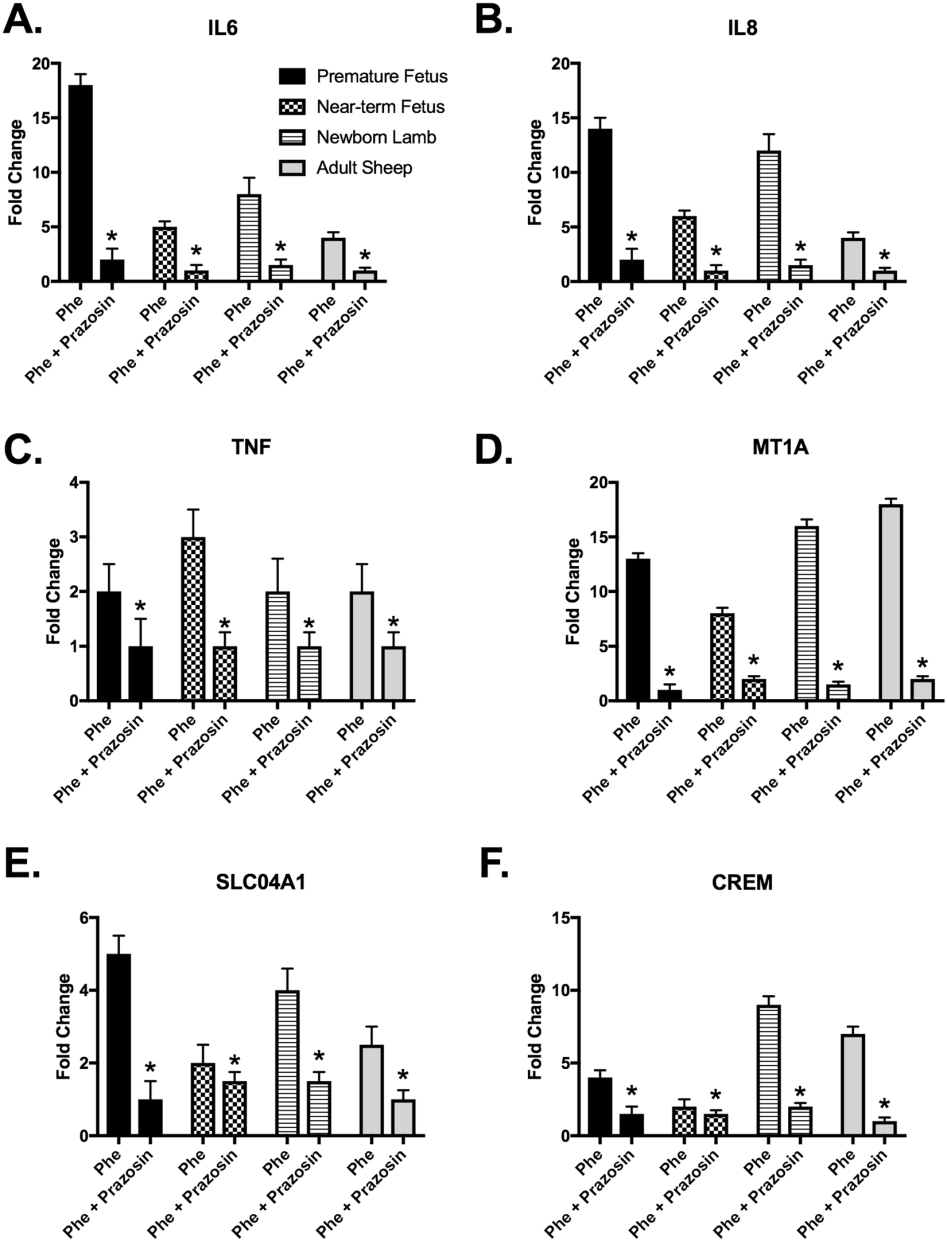
Bar graphs demonstrating mRNA expression of upregulated genes by quantitative real-time PCR in response to Alpha1AR specific agonist phenylephrine (PHE) and Alpha1AR specific antagonist (Prazosin). N = 4 for each experiment and * denotes P < 0.05.

**Figure 3:**
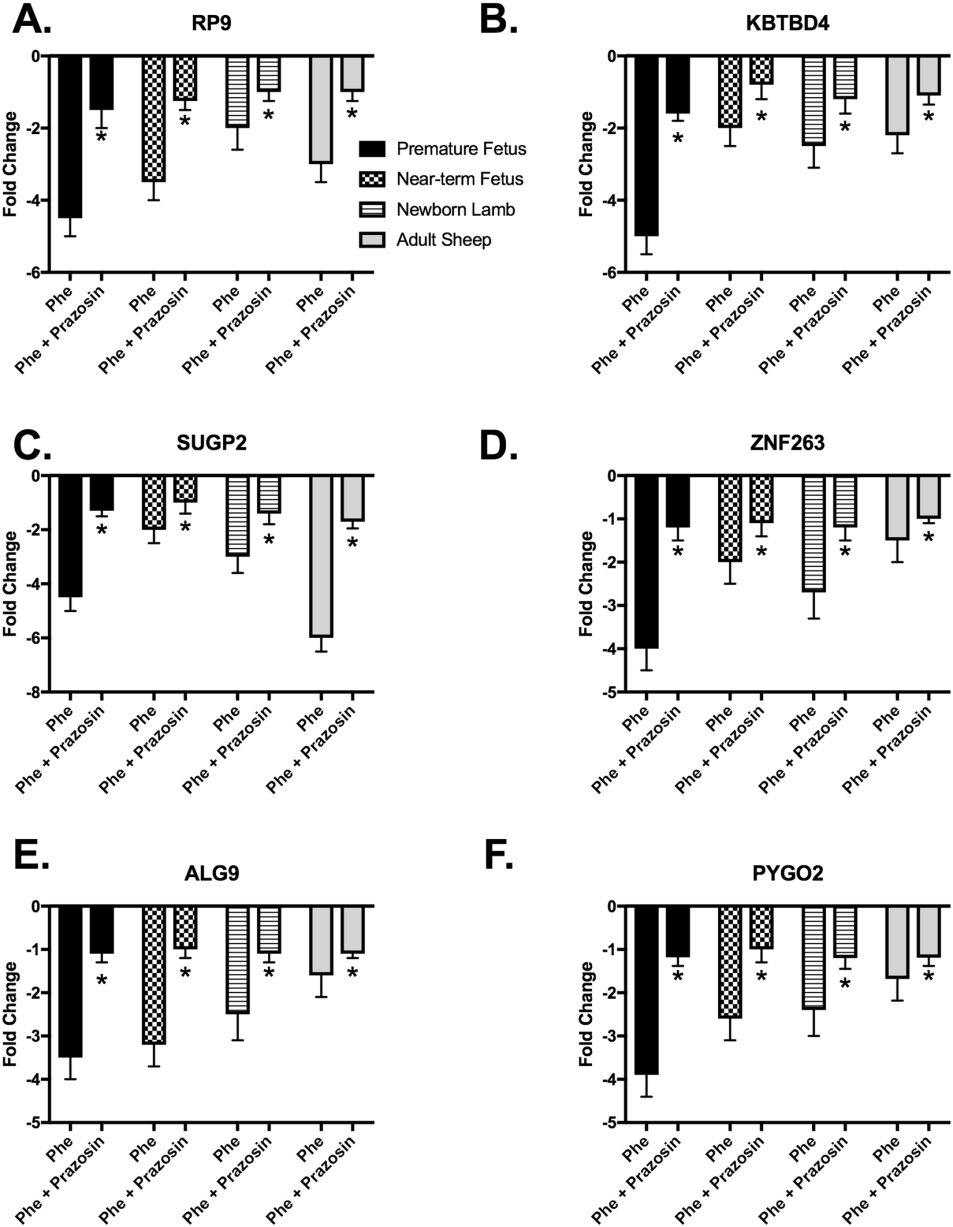
Bar graphs demonstrating mRNA expression of downregulated genes by quantitative real-time PCR in response to Alpha1AR specific agonist phenylephrine (PHE) and Alpha1AR specific antagonist (Prazosin). N = 4 for each experiment and * denotes P < 0.05.

### Alpha1AR–mediated gene expression in the ovine MCA

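Without near-term PHE replicate 1, 234 genes were altered with PHE in the premature fetus, the near-term fetus, the newborn lamb and the adult sheep alike. With all arrays there were 183 such genes, of which 159 carry a symbol, where independent altered sets of the same sizes would share 2.89. The number moved most with the adjusted form of the methods' t-test, to 3.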

PHE-mediated stimulation of Alpha1AR leads to alteration of 213 genes commonly in all the four groups irrespective of the maturational age (Fig. 4A). Of these 119 were upregulated and 55 were downregulated in all developmental stages on stimulation of Alpha1AR. 

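Of the genes altered at all ages, 147 were higher with PHE at every age, 35 were lower at every age and 1 changed direction between ages. Among those with a symbol, 130 were higher and 28 lower. By the fold changes that the paper lists in Table S4, 153 of its genes were higher at all ages, 55 were lower and 5 were mixed.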

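Among the genes that were higher with PHE at all ages were MT1A, SLCO4A1 and CREM. MT1A rose from -4.37 ± 0.32 to 5.33 ± 0.34 (log2, SD, n = 4) in the premature fetus, a log2 fold change of 9.70 (limma adjusted p = 3.68e-10), with 3 of 4 untreated arrays well above background. Its log2 fold changes at the other ages were 5.85 in the near-term fetus without PHE replicate 1 (5.97 with it), 6.00 in the newborn lamb and 7.58 in the adult sheep. SLCO4A1 was well above background on no untreated array, and PHE raised it at least 69.4-fold in the premature fetus, 5.18-fold in the near-term fetus, 44.9-fold in the newborn lamb and 26.3-fold in the adult sheep. Its near-term call was lost with normexp background correction and with slide as a block. All near-term PHE-treated arrays share their slide with untreated replicate 4 alone, so that slide as a block compares them with that dim array only. CREM rose by 6.84 (log2) in the premature fetus, 5.22 in the near-term fetus without PHE replicate 1 (4.69 with it), 6.17 in the newborn lamb and 6.19 in the adult sheep.
RP9 was lower with PHE at all ages, with log2 fold changes of -2.55, -1.84 (-1.83 with all near-term arrays), -1.03 and -1.60. In the newborn lamb its call (limma adjusted p = 0.0183) was lost when untreated replicate 4, PHE replicate 3 or PHE replicate 4 was left out, and with median scaling, and its newborn and adult calls were lost with normexp background correction. HKR1 was lower by the same criterion at all ages, but its near-term call was lost with slide as a block. With all arrays its log2 fold changes were -2.97 in the premature fetus, -1.58 in the near-term fetus, -1.69 in the newborn lamb and -1.63 in the adult sheep. SUGP2 was lower with all arrays at every age, but its near-term log2 fold change of -0.92 without PHE replicate 1 was not past the threshold (limma adjusted p = 0.0587). That call was likewise lost without untreated replicate 1 or 2 or PHE replicate 3 or 4 of that age and with slide as a block, and its newborn call with quantile normalization and with normexp background correction.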

Specific genes are provided in Supplementary Table S4. On conducting pathway analysis, we identified 10 pathways commonly activated and 1 pathway inactivated in all the developmental ages in response to Alpha1AR stimulation (Fig. 4B). These were dendritic cell maturation, IL6 signaling, IL8 signaling, ILK signaling, TREM1 signaling, PI3K signaling, acute phase response signaling, p38 MAPK signaling, P2Y purinergic receptor signaling, and Hypoxia signaling. The only inactivated pathway common to all groups was PPAR signaling (Fig. 5). 

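Of 34 cytokine and chemokine genes with a symbol on the array, a list set by gene family, 21 could be tested in the premature fetus, and 18 of these were higher with PHE and none lower. Without its PHE replicate 1, the near-term fetus had 10 of 16 tested genes higher and none lower, and with all arrays 10 of 15 higher and 1 lower. In the newborn lamb 15 of 20 were higher, and in the adult sheep 4 of 10. With p adjusted over the list alone, 18, 10, 16 and 7 were higher with all arrays, and 1 was lower at each fetal age. IL6, IL8, TNF and IL1B are on the list and were named by the study from these arrays, so that their calls are not independent evidence. The median log2 fold change of the tested genes was 4.86, 2.55 (3.08 with all arrays), 4.96 and 0.97, and the mean 4.65, 2.52 (2.74 with all arrays), 3.97 and 2.43.
As a set, these genes were higher by limma's camera test at a preset correlation of 0.01 (p = 7.59e-21, 1.05e-05, 3.35e-22 and 1.03e-09, two-sided). All these calls held under limma's fry. With the correlation estimated from the arrays, camera gave limma p = 0.00191, 0.0692, 0.00116 and 0.00151, so that the near-term call did not hold. With no filter on dim probes, the near-term median was -0.23 while its mean remained positive, and fry's two-sided set test in limma did not call it.
IL6 was well above background on no untreated array of the premature fetus, the newborn lamb and the adult sheep, and on 1 at near-term. PHE raised it at least 1127-fold, 363-fold and 140-fold at those ages, and its log2 fold change at near-term was 7.24 without PHE replicate 1 and 7.36 with it (limma adjusted p = 1.18e-08). IL8 had log2 fold changes of 8.54 in the premature fetus, 6.60 in the near-term fetus without PHE replicate 1 (6.96 with it), 8.63 in the newborn lamb and 5.77 in the adult sheep. Adult PHE-treated arrays varied widely for IL8 (0.36 ± 3.02, SD, n = 4), and fitted on adult arrays alone its limma adjusted p was 0.0916. CCL2 was higher at all ages, by 5.69, 3.28 (3.08 with all arrays), 5.20 and 3.49 (log2), and its near-term call was lost with slide as a block.

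**Figure D3:**
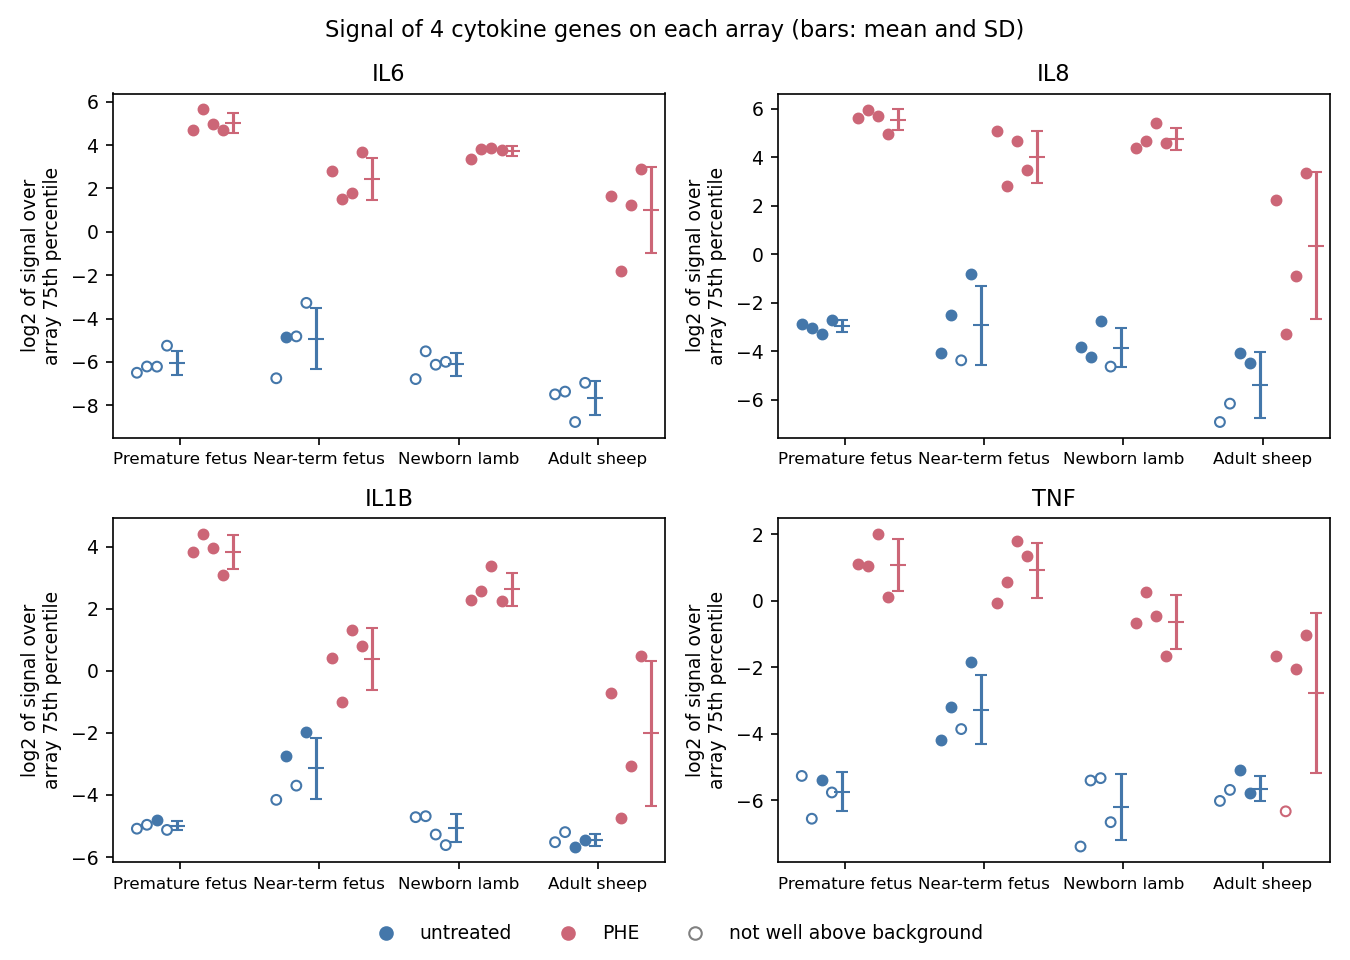
IL6, IL8, IL1B and TNF on each array are plotted as log2 of the signal over the array's 75th percentile, for untreated and PHE-treated segments of each age. Open circles are values not well above background and bars give the mean and SD of 4 arrays, and the rise of IL6 spans from -6.04 to 5.00 in the premature fetus and from -7.65 to 1.00 in the adult sheep.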

Overall, the genes involved in the inflammatory response were upregulated in all the four group in response to Alpha1AR stimulation. On examining the upstream regulators altered by Alpha1AR stimulation of MCA irrespective of the developmental age, we identified 9 upstream regulators in the activated state; these were TNF, IL6, IKBKB kinase, FOXO1, PTGS2, EGR1, SELP, KLF4, and NFKBIA. 

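Of the genes for the 9 regulators, PTGS2, EGR1, SELP, KLF4, IKBKB, NFKBIA and FOXO1 were examined here beside TNF and IL6. PTGS2 was higher with PHE at every age, with log2 fold changes of 5.81 in the premature fetus, 5.45 in the near-term fetus without PHE replicate 1 (5.49 with it), 5.10 in the newborn lamb and 4.31 in the adult sheep (standard error 0.37 at each age). SELP rose by 4.65, 3.53 (3.65 with all arrays), 3.51 and 4.23, and KLF4 by 2.16, 2.23 (2.35), 2.29 and 4.43. EGR1 rose by 3.92, 6.48 (6.15), 1.77 and 5.55, with untreated values in the newborn lamb of -1.88 ± 0.83 (SD, n = 4). IKBKB rose by 2.55, 1.17 (1.23), 1.96 and 1.08, each past the threshold except in the adult sheep under median scaling.
NFKBIA rose by 4.24, 2.26 (2.05), 2.41 and 1.12. Its adult call (limma adjusted p = 0.0426) was lost in 16 of the 32 fits that left out 1 array, with normexp background correction, with quantile normalization, with median scaling and with slide as a block. FOXO1 rose by 1.40 in the premature fetus, 2.32 (1.96) in the near-term fetus and 1.57 in the adult sheep, and its premature call was lost with normexp background correction. Its log2 fold change in the newborn lamb was 0.75, which did not pass the threshold (limma adjusted p = 0.172), although every PHE-treated array was above every untreated array. TNF was too dim to be tested in the adult sheep, where 2 untreated and 3 PHE-treated arrays were well above background.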

All these were significantly upregulated following PHE stimulation in all the age group studied (Fig. 4C).

**Figure 4:**
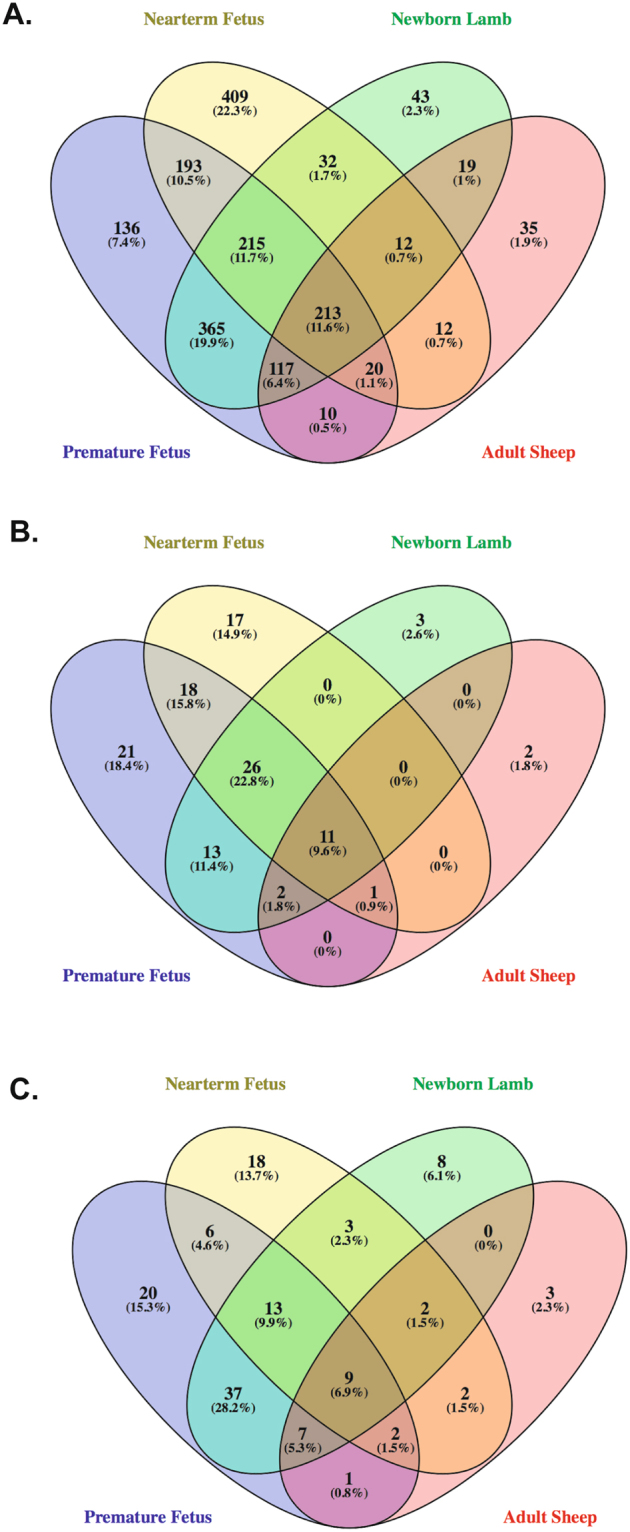
Venn diagram demonstrating the number of (**A**) genes altered (**B**) pathways altered and (**C**) upstream regulators altered in response to Alpha1AR activation in middle cerebral arterial segments from sheep at different developmental age groups.

**Figure 5:**
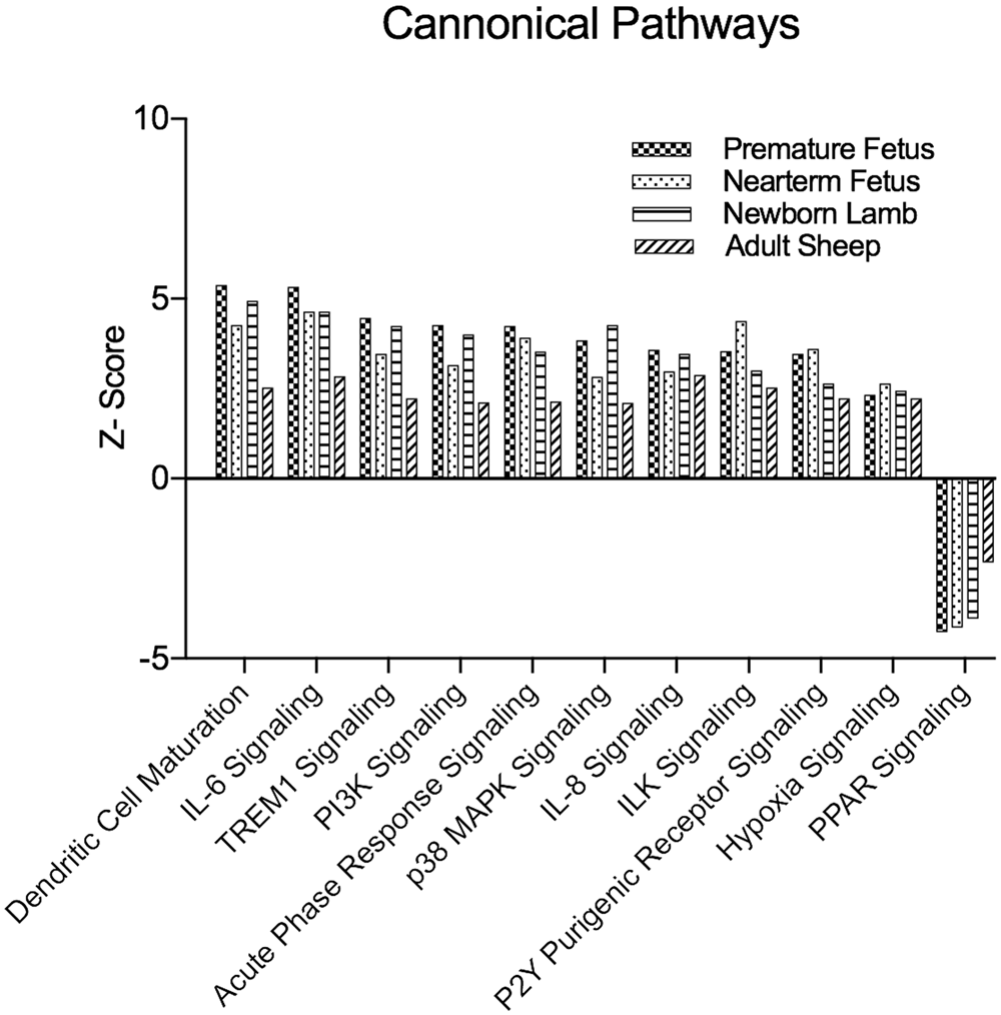
Bar graph demonstrating canonical pathways commonly altered in response to Alpha1AR activation in middle cerebral arterial segments from all four developmental age group studied.

### Differential gene expression in response to Alpha1AR stimulation in the MCA from premature fetuses versus near-term fetuses

Others and our previous research have demonstrated that the adrenergic regulation is not fully developed in premature fetuses. To examine the changes in Alpha1AR stimulation mediated changes in gene expression with fetal maturation, we determined the differential expression of genes between the two groups. 

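Of the genes altered in the premature fetus that carry a symbol, 560 were higher and 408 lower with PHE. The near-term fetus had 757 higher and 603 lower without PHE replicate 1 and 691 higher and 564 lower with all arrays. Of the genes that Table S1 lists for the premature fetus, 1242 could be tested, and 940 (75.7%) were altered in the direction listed. For the near-term fetus these were 1032 of 1095 (94.2%) without PHE replicate 1 and 1044 of 1094 (95.4%) with it. Because most symbols were matched through that table, the overlap is not an independent check.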

As demonstrated in Table 1, we observed that 1269 genes were altered in the premature fetus MCA as compared to 1106 genes in the near-term fetus MCA. Of these, 641 genes were commonly altered in both premature fetuses and near-term fetuses; 388 genes were upregulated in both age groups and 231 were downregulated (Supplementary Table S5). 

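Both fetal ages shared 1252 altered genes when near-term PHE replicate 1 was left out, where independent sets would share 877. With all arrays they shared 934 against 614 expected, of which 457 were higher in both and 461 lower in both. Among the 610 shared genes with a symbol, 355 were higher in both and 249 lower in both. The number moved most with the adjusted form of the methods' t-test, to 13, which left few altered genes at near-term.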

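Without near-term PHE replicate 1, 24 genes were altered in opposite directions in the premature and the near-term fetus, and with all arrays there were 16, of which 6 carry a symbol. All 22 genes of the paper's list of opposite changes were measured. Of these, 11 had log2 fold changes of opposite sign at the fetal ages here, and 9 were altered at both ages without near-term PHE replicate 1, 5 of them in opposite directions, and 7 with it, 4 of them in opposite directions. The difference between their PHE effects at the fetal ages, tested as an interaction in limma, was past the threshold for 14 and 12 of them.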

Importantly, 22 genes were altered in opposite direction with maturation from preterm to near-term fetuses. We further identified the genes which were only altered in the premature fetus but not in the near-term fetus MCA on Alpha1AR stimulation (Supplementary Table S5). 

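Without near-term PHE replicate 1, 727 genes were altered in the premature fetus and not in the near-term fetus, 366 higher and 361 lower. With all arrays, 796 genes (404 higher and 392 lower) were altered in the premature fetus alone, of which 358 carry a symbol. A gene called at one age and not at the other is not thereby shown to respond differently. Of the 796 genes, 79.0% of those tested at near-term changed in the same direction there, and for 144 the PHE effect differed between the fetal ages by limma's interaction test (185 of 727 without that array). Of the 628 genes that the paper lists for the premature fetus alone, 507 were tested at both ages, and 81 of these differed in their PHE effect (101 of 553 without that array).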

We observed 629 genes altered exclusively in the premature fetus MCA, out of these 344 genes were upregulated and 284 were downregulated (Supplementary Table S5). Further, with maturation, there was >1.5-fold upregulation of 232 genes and downregulation of 234 genes in the near-term fetus MCA (Supplementary Table S5). 

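In the near-term fetus and not in the premature fetus, 3189 genes were altered without PHE replicate 1, 1586 higher and 1603 lower. With all arrays there were 2540, of which 1204 were higher and 1336 lower, and 645 carry a symbol. The interaction test found a different PHE effect for 1122 of the 3189 and for 283 of the 2540. Of the 465 genes that the paper lists for the near-term fetus alone, 435 were tested at both fetal ages. The PHE effect differed for 257 of them without PHE replicate 1 and for 108 with it, and 81.6% and 81.4% changed in the same direction in the premature fetus.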

Next, we conducted pathway analysis on the genes which were altered exclusively in the premature fetus and not in the near-term fetus. A total of 33 pathways were altered exclusively in the premature fetus (and not in the near-term fetus). Of these, 31 were activated and 3 were inactivated (Supplementary Table S6). Moreover, on comparing with all the other developmental stages, we identified 20 pathways exclusively activated by Alpha1AR in premature fetus cerebral arteries and one pathway inactivated (Fig. 6). The top three pathways activated were Tec Kinase Signaling, iCOS-iCOSL Signaling, and PKCθ Signaling. The 3 inactivated signaling pathways were LXR/RXR Activation, PPARα/RXRα Activation, and Antioxidant Action of Vitamin C pathway. Similarly, we examined the pathways which were altered only in the near-term fetus and not in a premature fetus MCAs. We identified 17 pathways which were activated in a near-term fetus which were not activated at the premature stage (96-day old fetus). None of the pathways was found to be inactivated in the near-term fetus as compared to the premature fetus (Supplementary Table S6). The top three pathways which were only altered in the near-term fetus MCA were HGF signaling, AMPK signaling, and CD27 Signaling. We also examined the pathways which were altered in both the premature and the near-term fetus in response to Alpha1AR stimulation. A total of 58 pathways were altered of which 57 were activated and one pathway was inactivated on stimulation with Alpha1AR at both developmental stages (Supplementary Table S6). The top three commonly altered pathways were IL-6 signaling pathway, ILK signaling pathway, and Dendritic Cell Maturation pathway. Next, we conducted upstream regulator analysis, to identify molecules commonly altered by Alpha1AR stimulation in both the premature fetus and the near-term fetus MCA. We identified 29 upstream regulators activated and 1 upstream regulator inactivated by Alpha1AR stimulation in both the premature fetus and the near-term fetus MCA (Supplementary Table S7). 

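The genes for the cytokines TNF and IL1B rose with PHE beside IL6 at both fetal ages. TNF rose from -5.75 ± 0.58 to 1.07 ± 0.78 (log2, SD, n = 4) in the premature fetus, a log2 fold change of 6.82 (standard error 0.76, limma adjusted p = 2.28e-07), with 1 of 4 untreated arrays well above background. In the near-term fetus it rose by 4.52 without PHE replicate 1 and by 4.19 with it (limma adjusted p = 1.31e-04), a call that was lost with slide as a block. IL1B rose by 8.82 in the premature fetus (standard error 0.68, limma adjusted p = 3.68e-10) and by 3.51 in the near-term fetus without PHE replicate 1, or 3.52 with it, with 1 and 2 untreated arrays well above background at these ages. Its near-term call was likewise lost with slide as a block. Between the near-term and the premature fetus the IL1B fold changes differed by limma's interaction test, by -5.31 without near-term PHE replicate 1 (adjusted p = 0.0020) and -5.30 with it (adjusted p = 0.0034), but most untreated values lie near the background, so that neither the size of the difference nor a smaller rise at near-term is settled. For TNF the differences of -2.30 and -2.63 were not past the threshold (limma adjusted p = 0.18 and 0.15).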

The top three activated upstream regulators were TNF, IL1B, and IL6. The three inhibited upstream regulators were ZFP36, DUSP1, and KLF2 signaling molecules. 

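ZFP36 encodes a protein that destabilizes cytokine mRNA, DUSP1 a phosphatase of MAP kinases and KLF2 a transcription factor. The ZFP36 gene itself rose with PHE by 3.16 (log2) in the premature fetus (limma adjusted p = 1.41e-08) and by 4.90 in the near-term fetus without PHE replicate 1 (4.57 with it). DUSP1 rose by 2.11 in the premature fetus (limma adjusted p = 0.00249) and by 3.87 at near-term without PHE replicate 1 (3.33 with it). KLF2 rose by 4.73 at near-term without PHE replicate 1 and by 4.43 with it (limma adjusted p = 1.57e-04), where 1 of 4 untreated arrays was well above background. In the premature fetus its log2 fold change of 1.46 was not past the threshold (limma adjusted p = 0.232). The ZFP36 rise was larger at near-term than in the premature fetus without PHE replicate 1 (limma adjusted p = 0.00505) and not past the threshold with all arrays (limma adjusted p = 0.0538). The difference in KLF2 between the fetal ages, 2.96, was not past the threshold either (limma adjusted p = 0.13). Transcript levels do not measure the activity of these proteins.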

Of note, on comparing the upstream regulators in the premature fetus versus the near-term fetus, we identified 52 regulators to be activated and 13 regulators to be in the inactivated state only in premature fetus MCA on stimulation with Alpha1AR agonist and not in those from the near-term fetus (Supplementary Table S7). Similarly, we identified 17 upstream regulators activated and 8 upstream regulators inactivated exclusively in the near-term fetus MCA on stimulation with Alpha1AR agonist as compared to MCA from the premature fetus (Supplementary Table S7). The top three upstream regulators which were exclusively altered with the maturation of fetus MCA were TGFB3, HMGBI, and JAK1 signaling molecule and the top 3 inhibited molecules were SOCS3, NFIL3, and NCOR1.

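Transcripts of these regulators were also measured. TGFB3 rose with PHE by 1.86 (log2) in the near-term fetus without PHE replicate 1 and by 1.67 with it (limma adjusted p = 6.12e-04), against 0.43 in the premature fetus, and the difference between the ages was not past the threshold (adjusted p = 0.062 and 0.14). HMGB1 changed by -1.22 and -0.95 at near-term and by -0.24 in the premature fetus. JAK1 changed by -0.97 and -0.84 against -0.10. For both genes the difference between the fetal ages passed the threshold only without PHE replicate 1 (limma adjusted p = 0.0069 for HMGB1 and 0.04 for JAK1). SOCS3 rose at both fetal ages, by 7.49 and 7.12 at near-term and by 4.54 in the premature fetus, and differed between them only without PHE replicate 1 (limma adjusted p = 0.0199). NFIL3 rose by 3.44 and 3.48 at near-term and by 3.23 in the premature fetus, with no difference detected (limma adjusted p = 0.88), and its near-term call was lost with normexp background correction. NCOR1 rose by 0.78 and 0.87 at near-term and changed by -0.31 in the premature fetus, a difference past the threshold both ways (limma adjusted p = 0.02 and 0.025). The near-term calls of TGFB3, HMGB1, JAK1 and NCOR1 were lost with slide as a block, as was the NCOR1 difference, and those of HMGB1 and JAK1 were lost with normexp background correction, under which the NCOR1 value was -0.03. The JAK1 call was lost with quantile normalization as well.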

**Table 1:** Demonstrate the number of genes altered in response to Alpha1AR agonist phenylephrine in the middle cerebral arteries from the four developmental age groups studied.

Age Groups	Total	No. of genes upregulated in all age groups in response to Alpha1AR agonist phenylephrine	No. of genes downregulated in all age groups in response to Alpha1AR agonist phenylephrine	No. of genes differentially regulated in response to Alpha1AR agonist phenylephrine
Premature Fetus	1269	740	529	
Near-Term Fetus	1106	632	474	
Newborn Lamb	1016	614	402	
Adult Sheep	438	283	155	
Premature vs Near-Term Fetus	641	388	231	22
Near-Term Fetus vs Newborn Lamb	472	296	169	7
Newborn Lamb vs Adult Sheep	361	243	116	2
All Four Age Group Comparison	213	153	55	5

**Figure 6:**
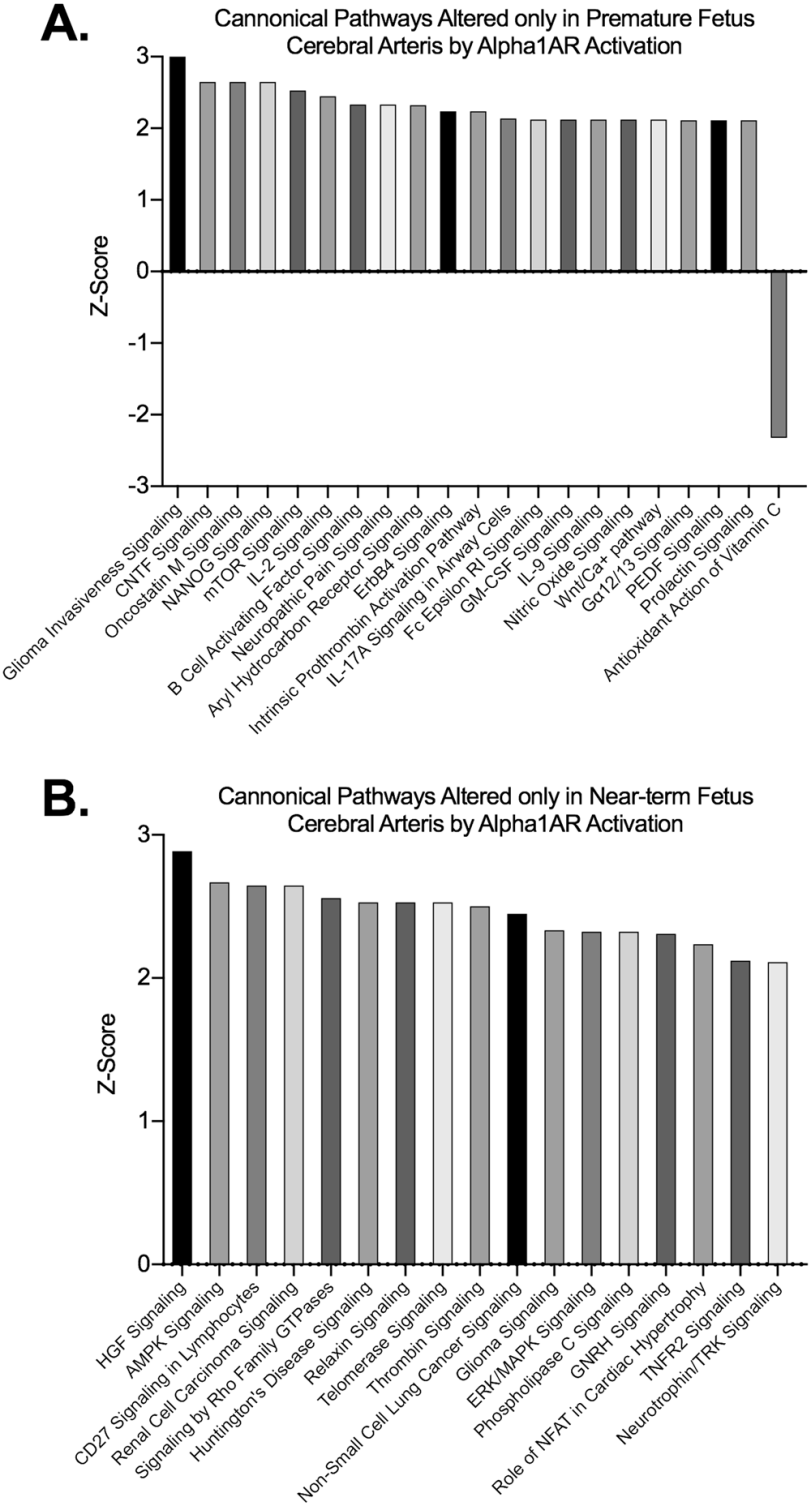
Bar graphs demonstrating canonical pathways altered in response to Alpha1AR activation in middle cerebral arterial segments exclusively in (**A**) premature fetus and (**B**) near-term fetus.

### Differential gene expression in response to Alpha1AR stimulation in near-term fetus versus newborn lamb

Birth is a major stressor for the fetus. Following birth, several hemodynamic changes occurs, such as the closure of ductus arteriosus and increased perfusion of lungs, increase in oxygen saturation of blood, etcetera. The present study gave us an opportunity to examine differential gene regulation following birth in MCAs following Alpha1AR stimulation. As demonstrated in the Table 1, on stimulation of Alpha1AR 1106 and 1016 were significantly altered in the near-term fetus and the newborn lamb MCAs, respectively. Of these altered genes, 472 were common in both age groups. Out of these 472 genes commonly altered, 296 were upregulated in both the age groups, 169 were downregulated, and 7 were altered in opposite direction (Supplemental Table S8). Furthermore, 634 genes were only altered in the near-term fetus MCA and not in the newborn lamb MCA on exposure to Alpha1AR agonist (Supplemental Table S8). Similarly, 544 genes were exclusively altered in the newborn lamb MCA and not in the near-term fetus MCA on exposure to Alpha1AR agonist (Supplemental Table S8). 

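Of the genes with a symbol altered in the newborn lamb, 385 were higher and 256 lower with PHE. Of the genes that Table S1 lists for the newborn lamb, 975 were tested, and 630 (64.6%) were altered in the direction listed.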

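The near-term fetus and the newborn lamb shared 730 altered genes without near-term PHE replicate 1, where independent sets would share 562. With all arrays they shared 549 against 387 expected, of which 397 carry a symbol. With only the arrays of each age in its fit the number was 134.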

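Of the shared genes without near-term PHE replicate 1, 349 were higher in both age groups, 333 lower in both and 48 opposite. With all arrays the numbers were 287, 231 and 31, and among genes with a symbol 242, 142 and 13. By the fold changes listed in Supplemental Table S8, 296 of the paper's shared genes were higher in both age groups, 141 lower in both and 35 opposite, of which 28 were higher in the near-term fetus and lower in the newborn lamb and 7 the reverse. Of the 35 genes, 33 were measured here, and 27 had opposite signs. The PHE effect of 28 of the 33 differed between the ages by limma's interaction test without near-term PHE replicate 1, and of 26 with all arrays.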

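Genes altered in the near-term fetus and not in the newborn lamb numbered 3711 without near-term PHE replicate 1 and 2925 with it, of which 1358 were higher, 1567 lower and 858 carry a symbol. The interaction test found a different PHE effect for 1972 and 882 of them. Among those tested in the newborn lamb, 71.3% and 73.1% changed in the same direction there. Of the paper's 634 genes, 580 were tested at both ages, and the PHE effect differed for 304 (425 of 581 without near-term PHE replicate 1).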

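In the newborn lamb and not in the near-term fetus, 520 genes were altered, 241 of them higher and 279 lower (240 and 280 without near-term PHE replicate 1). A symbol is known for 244 of these genes. Their PHE effect differed between the ages for 39.0% of these genes without that array and for 32.1% with it. Of the paper's 544 genes, 444 were tested at both ages, 267 were altered in the newborn lamb here and 96 in the near-term fetus as well.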

We conducted the pathway analysis on the genes commonly altered in the near-term fetus and the newborn lamb MCA, as well as on those which were specifically altered in either near-term fetuses or newborn lambs. A total of 38 pathways were altered commonly in both the near-term fetus and the newborn lamb MCAs in response to Alpha1AR stimulation. Of these 38 pathways commonly altered, 37 were activated and one pathway was inactivated on stimulation with Alpha1AR at both developmental stages (Supplemental Table S9). Of note, a total of 36 pathways were altered exclusively in the near-term fetus and not in the newborn lamb MCA on stimulation of Alpha1AR. All these pathways were found to be activated and none of the pathways was identified to be in the inactivated state (Supplemental Table S9). Similarly, we examined the pathways which are altered only in the newborn lamb MCAs on stimulation with Alpha1AR and not in those from the premature fetus. We identified 15 pathways which were activated in a newborn lamb’s MCA on stimulation with Alpha1AR, which were not activated in MCA from the near-term fetus. Moreover, two pathways were identified to be in the inactivated state in the newborn lamb’s MCA on stimulation with Alpha1AR, as compared to those from the near-term fetus (Supplemental Table S9). The upstream regulator analysis identified 28 molecules commonly altered by Alpha1AR stimulation in both near-term fetus and newborn MCA. Out of these 28, 26 were activated and 2 were identified to be in inactivated state (Supplemental Table S10). Of note, on comparing the upstream regulators in the near-term fetus versus the newborn lamb, we identified 19 regulators to be activated and 9 regulators to be in the inactivated state only in the near-term fetus MCA on stimulation with Alpha1AR agonist and not in those from the newborn lamb (Supplemental Table S10). Similarly, we identified 43 upstream regulators activated and 9 upstream regulators inactivated exclusively in the newborn lamb MCA on stimulation with Alpha1AR agonist as compared to MCA from the near-term fetus (Supplemental Table S10).

### Differential gene expression in response to Alpha1AR stimulation in the newborn lamb versus the adult sheep MCA

As demonstrated in the Table 1, on stimulation of Alpha1AR 1016 and 438 were significantly altered in the newborn lamb and the adult sheep MCA, respectively. Of these, 361 genes were common in both age groups. Out of these 361 genes commonly altered, 243 were upregulated in both the age groups, 116 were downregulated, and 2 genes were altered in opposite direction (Supplemental Table S11). 

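In the adult sheep, 206 altered genes with a symbol were higher and 60 lower with PHE. Table S1 lists 422 genes for the adult sheep that were tested here, and 247 (58.5%) were altered in the direction listed. Without adult PHE replicate 2 all altered genes in the adult sheep numbered 548, and without PHE replicate 1 they numbered 225.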

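The newborn lamb and the adult sheep shared 244 altered genes where independent sets would share 39.7. All of them changed in the same direction, 191 higher and 53 lower. Of these, 205 carry a symbol, 164 higher and 41 lower. The number moved most with the adjusted form of the methods' t-test, to 4, and was 514 with unadjusted p from limma. Both genes of the paper's list with opposite directions were measured, and neither was altered at both ages.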

Of note, 655 genes were altered (369 were upregulated and 286 were downregulated) in the newborn lamb MCA on stimulation with PHE, which did not show a change in expression in the adult MCA. Similarly, on stimulation with PHE we identified 77 genes which were altered (40 upregulated and 37 downregulated) specifically in the adult MCA and not in the newborn MCA. 

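Altered in the newborn lamb and not in the adult sheep were 825 genes, 342 higher and 483 lower, of which 436 carry a symbol. Of those tested in the adult sheep, 93.4% changed in the same direction there. Limma's interaction test found a different PHE effect for 4 of the 825. Of the paper's 655 genes, 513 were tested at both ages, 91.6% changed in the same direction in the adult sheep and 2 differed in their PHE effect.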

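The adult sheep had 108 altered genes that were not called in the newborn lamb, 69 higher and 39 lower, of which 61 carry a symbol. For 3 of these the PHE effect differed between the ages by the interaction test. Of the paper's 77 genes, 69 were tested at both ages, 32 were altered in the adult sheep here, and 3 differed in their PHE effect.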

We conducted the pathway analysis on the genes commonly altered in the newborn lamb and the adult sheep, as well as on those which were specifically altered in either newborn lamb or the adult sheep. A total of 15 pathways were altered commonly in both the newborn lamb and the adult sheep MCAs in response to Alpha1AR stimulation. Of these 15 pathways commonly altered, 13 were activated and 2 pathways were inactivated on stimulation with Alpha1AR at both developmental stages (Supplemental Table S12). Furthermore, a total of 41 pathways were altered exclusively in the newborn lamb MCA and not in the adult sheep MCA on stimulation of Alpha1AR. Of these pathways, 40 were found to be activated and 1 of the pathway was identified to be in the inactivated state (Supplemental Table S12). Similarly, we examined the pathways which are altered only in the adult sheep MCA on stimulation with Alpha1AR and not in those from the newborn lamb MCA. We identified 2 pathways which were activated in the adult sheep’s MCA on stimulation with Alpha1AR, which were not activated in the MCA from the newborn lamb. Moreover, 1 pathway was identified to be in the inactivated state in the adult sheep MCA (Supplemental Table S12). The upstream regulator analysis identified 19 molecules commonly altered by Alpha1AR stimulation in both the newborn lamb and the adult sheep MCA. Out of these 19, 18 were activated and 1 was identified to be in the inactivated state (Supplemental Table S13). On further comparing the upstream regulators in the newborn lamb versus the adult sheep, we identified 68 regulators to be activated and 11 regulators to be in the inactivated state only in the newborn lamb MCA on stimulation with Alpha1AR agonist and not in those from adult (Supplemental Table S13). Similarly, we identified 4 upstream regulators activated and 4 upstream regulators inactivated exclusively in the adult MCA on stimulation with Alpha1AR agonist as compared to the MCA from the newborn lamb (Supplemental Table S13).

Overall, there were pathways which were commonly regulated by Alpha1AR activation (Fig. 7) in all the developmental age groups as well as pathways which were activated in developmental age specific manner (Fig. 7).

**Figure 7:**
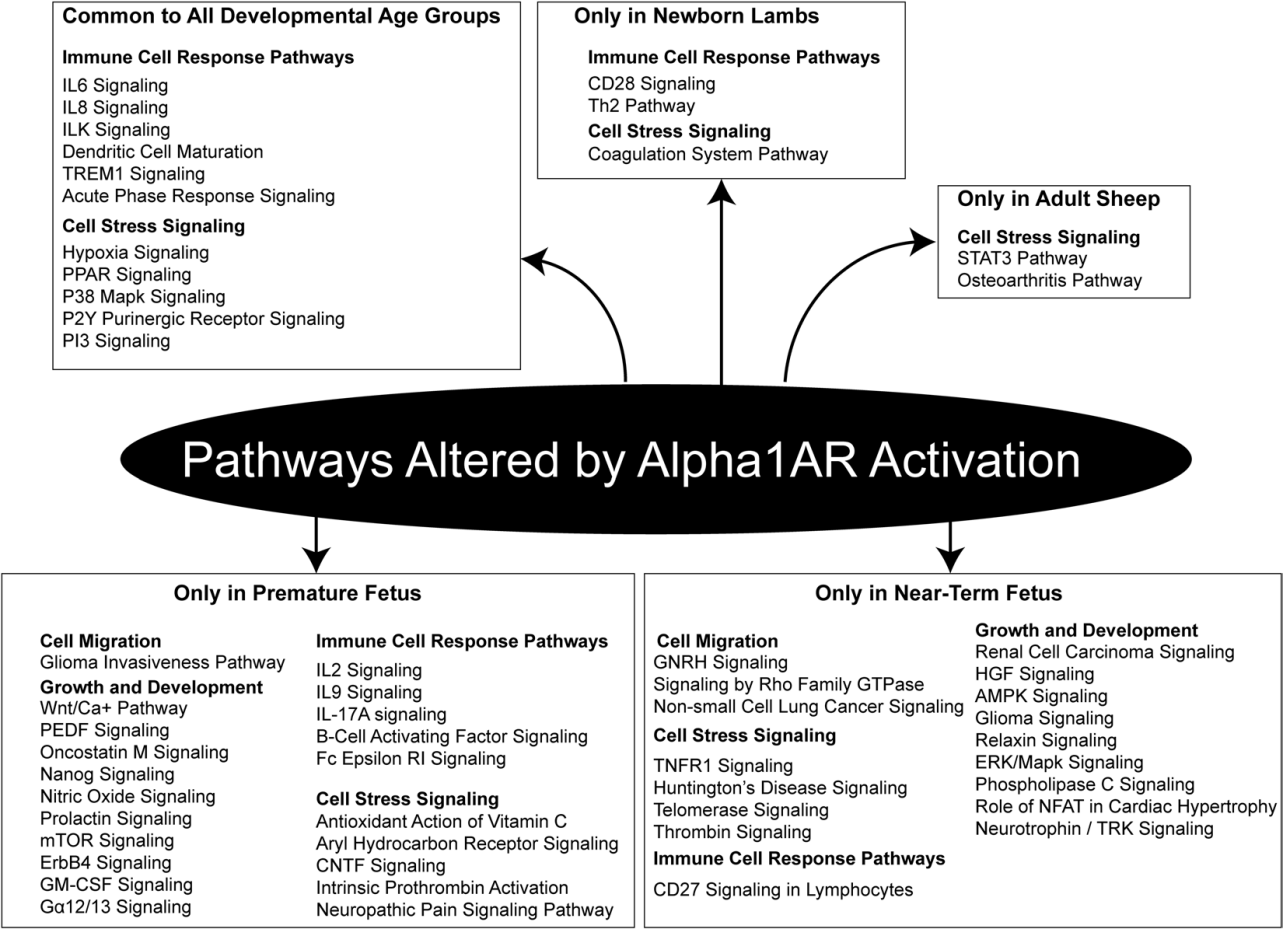
Overall schematic demonstrating pathways altered commonly in all four groups and in age specific manner.

## Discussion

Alpha1ARs are the major regulator of norepinephrine-mediated vascular regulation^28,38,57^. With developmental maturation, the adrenergic system undergoes significant changes, which play an important role in CBF regulation and cellular/vascular growth including angiogenesis^21,22,26,38,57,59–61^. In our previous studies, we have demonstrated that the premature fetus lacks the sympathetic system-mediated regulation of CBF^26^. Also, we have demonstrated that with development from the premature fetus to the adulthood, there is a substantial increase in Alpha1AR-mediated contractile responses^58^. In addition, we demonstrated that Alpha1AR expression is significantly higher in the adult sheep MCA as compared to those in the fetus^38^. In the present study, we demonstrate that Alpha1AR leads to differential gene expression in premature versus mature fetus MCAs. Also, we demonstrate that the Alpha1AR–mediated changes in gene expression further continues with development until the adulthood. 

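Limma's interaction test compared the PHE effect of the near-term fetus with that of the premature fetus gene by gene. Without near-term PHE replicate 1, the effect differed for 1567 genes, 785 with a more positive change at near-term and 782 with a more negative one. With all arrays it differed for 499, in 274 and 225 of them. This number moved most with the adjusted form of the methods' t-test, to 7, and was 124 with only the arrays of these ages in the fit. Scan day differed between these ages as well.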

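Between the newborn lamb and the adult sheep, the PHE effect differed for 12 genes, larger in the adult sheep for 9 and smaller for 3. Unadjusted p from limma gave 507, and the methods' t-test gave 568 unadjusted and 0 adjusted. Between the premature fetus and the adult sheep it differed for 105, of which 38 changed more positively and 67 more negatively in the adult sheep, and with replicate number as a block for 170. These counts ranged from 6 to 27 and from 57 to 210 when each array was left out in turn.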

Of note, the changes in gene expression in response to Alpha1AR stimulation if highest in the premature fetus MCA and decreases with development (Table 1).

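The number of altered genes depends on the replicate spread as well as on the size of the response. The size of the PHE effect, taken as the root mean square log2 fold change over 10556 genes after removal of the part due to replicate noise, was 0.83 in the premature fetus (jackknife standard error 0.0331), 0.81 in the near-term fetus (0.311), 0.68 in the newborn lamb (0.0495) and 0.54 in the adult sheep (0.131). The difference between the fetal ages was well within the near-term error, and the near-term value was larger than the premature one without near-term PHE replicate 1 (0.95 against 0.83), over the genes well above background on all arrays (0.75 against 0.70), with quantile normalization (0.94 against 0.85) and with normexp background correction (0.95 against 0.56). It was smaller than the premature one with a floor on dim values (0.80 against 0.82), and it ranged from 0.65 to 0.96 as near-term arrays were left out in turn. The median replicate SD was 0.22, 0.60, 0.24 and 0.35 (log2) in the same order. From the number of genes altered at each age (Table 1), the paper concludes that the response of gene expression to Alpha1AR stimulation is highest in the premature fetus MCA and decreases with development.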

Of note, Alpha1AR receptors are well known to mediate both contractile and trophic effects^21,28,43,62^ and have been shown to induce adventitial, smooth muscle, and endothelial cell growth^21,22^. On examining the genetic pathways altered by Alpha1AR stimulation irrespective of the developmental stage, there was activation of immune and inflammatory response pathways. We also found previous reports demonstrating Alpha1AR-mediated increased expression of IL6 in fibroblasts and cardiomyocytes^63–65^. These reports suggest that left ventricular hypertrophy induced by stress is mediated by the norepinephrine-IL6 pathway. However, its role in MCAs is not known. Moreover, there are other studies which show similar findings of upregulation of IL8, IL6, VEGF following sympathetic stimulation^66,67^. Moreover, regulation of other pathways identified by the present study such as ILK signaling and TREM1 signaling by Alpha1AR are not well studied. In the present study, we observed that Alpha1AR inhibited the PPAR pathway. 

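Among the PPAR genes, PPARG was the one with a symbol here. Its log2 fold change with PHE was -0.91 in the premature fetus (standard error 0.61, limma adjusted p = 0.33), -1.34 in the near-term fetus without PHE replicate 1 (limma adjusted p = 0.0998) and -1.07 with all arrays, and -0.97 in the newborn lamb (limma adjusted p = 0.363). None of these passed the threshold in limma's fit to all arrays. The near-term value passed it with quantile normalization (-1.49) and with normexp background correction (-1.32). In the newborn lamb every PHE-treated array was below every untreated array, and the fall passed the threshold when limma was fitted to newborn arrays alone. In the adult sheep PPARG was well above background on 2 of 4 arrays of each group and was not tested.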

Similar to this finding, a study has reported inhibition of PPAR expression in adipocytes following stimulation with norepinephrine^68^. However, this report suggested that the effect of norepinephrine was mediated by beta-adrenergic receptors in the adipocytes. In the present study, we used Alpha-1AR specific agonist PHE and observed a similar inhibition of PPAR expression in the MCA. Specifically, on examining pathways specific to fetal age group, Alpha1AR activation is involved in pathways regulating cellular and organismal growth (Fig. 7). However, with maturation to adult life, Alpha1AR –mediated activation of these pathways was not observed. Thus, it appears that with developmental maturation, Alpha1AR -mediated activation of pathways is altered; mechanisms of these shifts are not known, however.

As mentioned above, there was a significant overlap of genes which were altered by Alpha1AR stimulation during all the age groups studied. However, there were also an age specific signature of Alpha1AR stimulation. 

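Some genes changed at one age while the difference from another age was itself past the threshold of limma's interaction test. C-JUN, one of the array's entries for the transcription factor JUN, rose by 3.99 (log2) in the near-term fetus with or without PHE replicate 1 (limma adjusted p = 1.52e-07 with all arrays) and changed by -0.32 in the newborn lamb. NFIC rose by 1.45 at near-term without PHE replicate 1 (1.53 with it), against -0.07 in the premature fetus. UCHL3 changed by -2.26 at near-term without that array (-2.46 with it) and by -0.20 in the premature fetus. STAT3 rose by 1.08 in the premature fetus (limma adjusted p = 1.62e-04) and changed by -0.09 at near-term without PHE replicate 1 (-0.16 with it), a difference that was lost with slide as a block (limma adjusted p = 0.11). ZBED5 changed by -2.68 in the premature fetus and -2.19 in the newborn lamb, against -0.42 at near-term without PHE replicate 1 (-0.49 with it).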

Studies have also demonstrated that Alpha1AR are present in premature fetus, however, they are not contributing towards regulation of CBF^26^. We speculate that during premature stage of fetus development, these receptors may be involved more in trophic functions. The pathways which were specifically activated in the premature fetus MCA and not in those from mature fetus were Tec Kinase Signaling, iCOS-iCOSL signaling, PKCθ signaling. Tec Kinases belong to tyrosine kinase and are known to be present in endothelial cells^69^ and chiefly involved in angiogenesis and vascular development as well as remodeling^70^. However, its regulation through Alpha1AR is not known. Similarly, iCOS-iCOSL signaling pathway and PKCθ signaling is known to play a critical role in angiogenesis^71,72^. Thus, it appears that in premature fetus, Alpha1AR is regulating vascular development, remodeling and angiogenesis. The top inhibited pathway specific for the premature MCA following stimulation Alpha1AR was LXR/RXR Activation pathway, which has anti-inflammatory action. Thus, the proinflammatory pathways are activated and anti-inflammatory pathways are inhibited by Alpha1AR stimulation. We also examined the pathways which were differentially altered in a mature fetus MCA as compared to those in the immature fetus. The top pathway was HGF Signaling Pathway which was specifically activated in mature ovine fetus MCA following Alpha1AR stimulation. The HGF signaling pathway has been shown to be involved in intracranial aneurysms^73^. The other pathways involved were AMPK, CD27, Telomerase Signaling and so forth. Most of these pathways are known to play a significant role in organismal development and growth, however, their role in cerebrovascular development requires further investigation.

In the present study, we also observed significant alterations in the gene expression with birth. 

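The PHE effect differed between the newborn lamb and the near-term fetus for 2504 genes without near-term PHE replicate 1 and for 1249 with all arrays, the latter more positive in the newborn lamb for 456 and more negative for 793. With slide as a block the number was 1920, and with only the arrays of these ages in the fit it was 294. CTGF rose by 1.82 (log2) in the near-term fetus without PHE replicate 1 (1.62 with it) and changed by -1.96 in the newborn lamb (limma adjusted p = 0.00942), a difference of -3.57 (limma adjusted p = 0.0024). The near-term CTGF call was lost when untreated replicate 4, PHE replicate 2 or PHE replicate 3 was left out and with median scaling. DUSP1 changed by -0.17 in the newborn lamb and differed from near-term by -4.03 (-3.50 with all arrays). Both pairs of arrays were scanned on different days.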

As well established, birth is associated with several changes in the blood circulation. With birth, the placental circulation is abolished and lung takes the role of oxygenation. The oxygen saturation changes from ~30 mm Hg^74^ to ~75 mm HG^75^. There is a significant increase in blood pressure with birth^76^ and CBF is regulated accordingly^77^. Importantly, with birth there is a significant increase in norepinephrine levels in both human^78,79^ and sheep^80,81^. Of importance, we identified several genes (Supplemental Table S7) pathways (Supplemental Table S9), and upstream regulators (Supplemental Table S10) which were altered in newborn lamb MCA on stimulation with Alpha1AR and not in near-term fetus. Notably, several pathways which were altered in premature fetus and not in near-term fetus are re-activated again following birth. 

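At the level of genes, 1002 were altered in the same direction in the premature fetus and the newborn lamb when near-term PHE replicate 1 was left out, and 349 of these were not called in the near-term fetus. Of the genes shared with all arrays, 362 were not called in the near-term fetus, 184 of them higher and 178 lower at the other ages. Near-term values were tested for 341 of the 362, and 271 changed in the same direction. The PHE effect at near-term differed from both the premature fetus and the newborn lamb for 65 of the 362, and for 89 of the 349 without PHE replicate 1. The premature fetus and the newborn lamb were scanned on one day and the near-term fetus on another.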

We also observed this U-Shaped regulation of gene/pathway expression in our previous studies^51^. The pathways which are activated during premature fetus life and postnatal life are important in vascular growth and development.

During adult life, norepinephrine is known to produce arterial contractility through Alpha1ARs^38,57^. Moreover, we have demonstrated that Alpha1AR–mediated contractile response increases with maturation^58^. Also, Alpha1AR expression is significantly higher in the adult sheep MCA as compared to those in the fetus^38^. The alpha-adrenergic signaling pathway is not only the chief regulators of cerebrovascular tone and CBF but plays an important role in angiogenesis^21,22,28,59,82^. In the present study, we observed a significant upregulation of VEGF and other genes involved in angiogenesis on stimulation with Alpha1AR agonist. 

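VEGFA rose with PHE by 1.75 (log2) in the premature fetus (standard error 0.35, limma adjusted p = 6.69e-04), 2.23 in the newborn lamb and 2.22 in the adult sheep (limma adjusted p = 9.91e-05). Without near-term PHE replicate 1 its near-term change of 0.96 passed the threshold (limma adjusted p = 0.042), and with all arrays 0.84 did not (limma adjusted p = 0.0595), while it did with quantile normalization (1.13) and in 6 of the 32 fits that left out 1 array. Of 15 angiogenesis genes with a symbol on the array, a list set in advance, the calls were counted at each age. Among those tested, 4 of 12 were higher and none lower with PHE in the premature fetus. In the near-term fetus, 7 of 12 were higher without PHE replicate 1 and 6 of 11 with it. The newborn lamb had 3 of 12 higher and 1 lower, and the adult sheep 2 of 8 higher. With p adjusted over the list alone, 6, 6, 4 and 3 were higher with all arrays. EPHA2 was higher at every age, by 4.40, 4.83 (4.24 with all near-term arrays), 5.04 and 4.30, with 1 untreated array well above background at each fetal age, and in the newborn lamb at least 14.9-fold, since no untreated array there was well above background. Both fetal calls of EPHA2 were lost with normexp background correction. CYR61 rose by 3.93 in the near-term fetus (3.60 with all arrays).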

On comparison of the adult sheep MCA to the newborn lamb MCA, we observed only three pathways which were altered exclusively in the adult MCA, these were osteoarthritis signaling pathway, TNFR1 signaling pathway, and STAT3 pathway. 

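In the adult sheep, FOS rose with PHE from -2.25 ± 1.72 to 3.60 ± 0.85 (log2, SD, n = 4), a log2 fold change of 5.85 (standard error 0.79, limma adjusted p = 8.38e-06). In the newborn lamb it rose from 0.25 ± 2.07 to 2.54 ± 1.15, a change of 2.29 (standard error 0.80). That change did not pass the threshold with all arrays (limma adjusted p = 0.0583). It did with replicate number, taken to pair the newborn arrays, as a block (limma adjusted p = 0.0335) and without near-term PHE replicate 1 (limma adjusted p = 0.0477). Left-out arrays moved the newborn value between 1.34 and 2.98. The adult change exceeded the newborn change by 3.55 (standard error 1.13), a difference that was not past the threshold (limma adjusted p = 0.37). FOS also rose in the premature fetus, by 4.13, and in the near-term fetus, by 7.95 without PHE replicate 1 and 7.54 with it.
For EGR1, ZFP36 and CKS2 the adult change did exceed the newborn change by limma's interaction test. The limma differences were 3.78 for EGR1 (adjusted p = 9.5e-04), 2.13 for ZFP36 (adjusted p = 0.032, and 0.0648 with slide as a block) and 3.51 for CKS2 (adjusted p = 2.0e-04). CKS2 rose by 3.44 in the adult sheep from an untreated level of -3.16 ± 0.19 (SD, n = 4), below the untreated levels of 3.05 in the premature fetus and 2.70 in the newborn lamb.

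**Figure D4:**
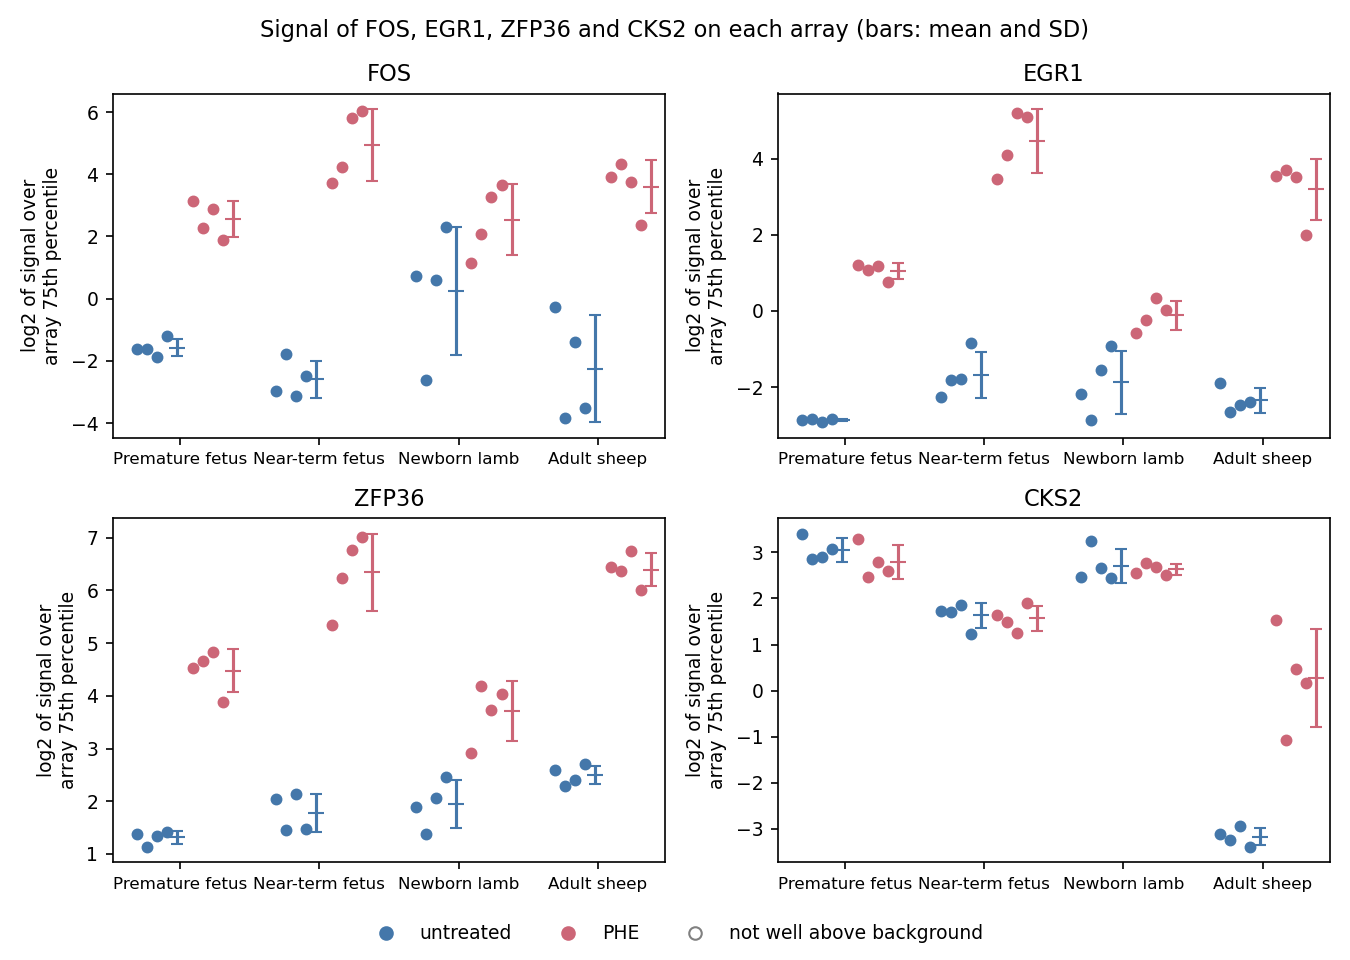
FOS, EGR1, ZFP36 and CKS2 on each array are plotted as log2 of the signal over the array's 75th percentile, for untreated and PHE-treated segments of each age, with open circles for values not well above background and bars for the mean and SD of 4 arrays. Untreated newborn arrays spread widely for FOS (SD 2.07), and untreated CKS2 lies lower in the adult sheep than at the other ages.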

The top gene which was altered in the adult MCA but not in the newborn lamb MCA was Fos gene. Similar to the finding in the present study, it has demonstrated in the past that norepinephrine can lead to increase in Fos expression in the heart^83^. Moreover, adrenergic system-mediated activation of the STAT3 pathway has been demonstrated to be involved in angiogenesis^84^. 

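With each array left out in turn, the number of altered genes was lowest at 1310 in the premature fetus, 2730 in the near-term fetus and 719 in the newborn lamb, and highest at each of these ages without near-term PHE replicate 1. In all 32 of these fits the adult sheep had the smallest number and the premature fetus had more than the newborn lamb, while the near-term fetus had the largest. Among the 15 planned settings that kept every array, the premature fetus had the largest number in 3. With a weight for each array, an alternative chosen after seeing the data, the numbers were 2786, 3812, 1782 and 789.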

Overall, we observed a reduction in the number of genes altered by Alpha1AR stimulation from premature fetus to adult sheep MCA.

Alpha1AR not only produce vasoconstriction, but also plays an important role in vascular development, remodeling, and angiogenesis. However, at present, there have been few studies demonstrating its effect on gene expression. This is the first study to examine Alpha1AR effect on genetic pathways with organismal development in the cerebral artery. With maturational development, there is a significant increase in norepinephrine levels and expression of Alpha1ARs. However, the changes in downstream molecules are not well studied. In the present study, we demonstrated a pool of gene which is altered in the cerebral arteries irrespective of the age group analyzed. At the same time, we demonstrate that Alpha1AR stimulation produces age-specific changes in gene expression from a premature fetus to a mature fetus to a newborn to an adult organism. Many premature babies have problems in the regulation of blood flow to their brains, which may be, in part, a consequence of immature sympathetic regulation. This dysregulation may have serious consequences with intraventricular and germinal matrix hemorrhage, with long-term neurological sequelae. The present study identifies several important genes, pathways, and upstream regulators acting differently in response adrenergic stimulation in different age groups. However, further investigation is needed to identify specific molecules, which makes fetus vessels more vulnerable to dysregulation.

## Electronic supplementary material

S1

S2

S3

S4

S5

S6

S7

S8

S9

S10

S11

S12

S13

How the deposited data were processed for this re-analysis (not part of the article)

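RNA from MCA segments of premature fetuses, near-term fetuses, newborn lambs and adult sheep, untreated or exposed to 10 µM PHE for 30 minutes, was hybridized to 32 Agilent sheep arrays, 4 for each of 8 groups. The authors read the intensities with Agilent Feature Extraction 9.5.3.1 (per the file headers), which subtracts the background within each array and replaces values not above background with surrogates, and deposited them without scaling between arrays. The deposited matrix of values equals these processed intensities on all 32 arrays and carries no outlier marks. The paper describes scaling to the 75th percentile, which the deposited intensities do not include and which was applied here.

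Control spots were dropped, spots marked as outliers were treated as missing, and the spots of 50 probes present more than once were averaged. Processing used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each array was divided by its 75th percentile and put on the log2 scale, and limma's lmFit and eBayes fitted 8 group means with a single spread per probe over all groups. Contrasts were the PHE effect at each age, the difference of PHE effects between ages (interaction) and the difference of untreated arteries between neighbouring ages. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, two-sided. Probes well above background on all 4 arrays of at least 1 group compared were tested. A gene was represented by its probe with the highest mean signal, which left 14347 genes and unnamed probes. Where a group had no array well above background, a fold is given as a lower bound, in which each value of that group is raised to the lowest signal well above background on its array.

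Gene symbols were taken from the reference list by accession, from the files, and by matching the group means of Table S1 to the arrays within 0.1% (0.3% for the premature fetus). For 1508 probes the files gave a gene name other than the accession itself. A single probe matched for 1143 of 1269 genes of the premature fetus, 1095 of 1106 of the near-term fetus, 1005 of 1016 of the newborn lamb and 437 of 438 of the adult sheep. Matching a shifted table gave 57, 2, 0 and 0 false matches. Where a matched probe also had a reference name, 59 of 63 names were the same, and for names in the files 122 of 161.

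The number of arrays limits precision. Deviations of untreated and PHE-treated arrays with the same replicate number from their group means correlated across genes in every pair in the premature fetus (r = 0.356 to 0.544) and the newborn lamb (0.495 to 0.596). They did not in every pair in the near-term fetus (-0.19 to 0.33) and the adult sheep (-0.10 to 0.04). The numbers are therefore taken to pair the arrays of the premature fetus and the newborn lamb, although a shared animal and a shared place on the slide were not told apart. The paper's text does not state the pairing. Recovery was tested on simulated data with 200 changed genes and the spread of each group, with noise drawn for each gene on its own. The fit to all arrays recovered 172 in the premature fetus, 172 in the near-term fetus, 168 in the newborn lamb and 175 in the adult sheep. The fit to the arrays of an age alone recovered 180, 114, 181 and 163, with false calls making up 2.70%, 11.6%, 3.72% and 4.12% of its calls.

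Before the data were examined, the sample groups, the results, the alternatives and the genes to name were fixed. The alternatives were unadjusted p, no fold threshold, the t-test of the paper's methods (Welch) without and with adjustment, normexp background correction (offset 50), quantile normalization, scaling to the median, a floor of 0.01, stricter and no filters on dim probes, the mean of a gene's probes, only the arrays compared, replicate number or slide as a block, the deposited matrix, fry, an estimated correlation in camera, and each array left out in turn. The alternatives added after seeing the data were array weights, array brightness as a covariate in the near-term fetus, gene names independent of Table S1, and the methods' t-test and the fit to the arrays compared, each without near-term PHE replicate 1.

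The genes named are those that the paper's results or discussion name, the 3 genes with the largest rise and the 3 with the largest fall at each age among altered genes well above background on all arrays of that age, the gene with the smallest adjusted p in each interaction contrast, and fixed lists of PPAR partners, adrenergic receptors, angiogenesis genes, immediate early genes, heat shock genes, and markers of smooth muscle, endothelium, leukocytes, blood, fat, brain and fibroblasts. Cytokine and chemokine genes formed a further list by gene family, tested with limma's camera at a preset correlation of 0.01. The real-time PCR, prazosin and contraction experiments and the pathway scores of the paper were not analysed here.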

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

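Some tests of explanations were chosen only after their results were seen. These are the near-term fit to its own arrays, the slide block count, the brightness covariate and the score of near-term PHE replicate 1. The comparison of cytokine genes between scan days and the count of ages scanned on more than 1 day are others. The fit to the arrays compared and slide as a block were settings fixed beforehand, and only their use as tests came later.

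Arrays or gene values far from the other 3 of their group were sought with Dixon's ratio of the gap to the range. Chance passes its limit in 5% of groups. For measures of an array, 6 of 24 groups passed it. The 75th percentile intensity stood apart on adult untreated replicate 3 (0.869) and near-term PHE replicate 1 (0.855), the number of probes well above background on adult PHE replicate 1 (0.87) and near-term PHE replicate 4 (0.910), and the distance from the other arrays of the group on newborn untreated replicate 4 (0.833) and premature untreated replicate 1 (0.879).

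For named genes 21 of 404 groups passed the limit, about the share that chance gives. In the near-term fetus these were ALG9 on PHE replicate 1 (0.903), SUGP2 on PHE replicate 2 (0.974) and DUSP1 on untreated replicate 4 (0.902). Premature genes that stood apart were DUSP1 on PHE replicate 2 (0.844), EGR1 on untreated replicate 3 (0.849), HKR1 on untreated replicate 1 (0.884), KLF4 on PHE replicate 4 (0.840) and NFIC on PHE replicate 1 (0.893). Newborn genes that stood apart were C9H6ORF203 (0.842), CREM (0.834) and ZBED5 (0.907) on untreated replicate 3 and CBWD1 (0.861), IL6 (0.836) and RP9 (0.861) on PHE replicate 1. Adult genes that stood apart were C-JUN (0.899) and EGR1 (0.898) on PHE replicate 4, JAK1 (0.864) and ZNF263 (0.886) on untreated replicate 3, and MT2A (0.832), PYGO2 (0.837) and UCHL3 (0.882) on PHE replicate 2. No biological explanation was tested for these.

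The near-term fetus had the most altered genes, 4441 without its PHE replicate 1 and 3474 in the fit to all arrays. With all arrays, of the 35 ways to split its arrays 4 against 4, 2 gave as many, the real split included, so chance cannot be excluded. The other, with 4132 genes, set untreated replicates 1, 3 and 4 and PHE replicate 1, the dim arrays, against the bright ones. A spread of near-term arrays beyond the shared spread is a candidate explanation, since the fit to near-term arrays alone gave 271. Array brightness is another, since the difference between a bright and a dim untreated array of one slide, replicates 2 and 3, followed the PHE effect between other arrays, PHE replicates 2 to 4 against untreated replicates 1 and 4, over 504 genes with p above 0.5 at each of the other ages (r = 0.497 across genes, which are not independent replicates). With brightness as a covariate in the near-term fetus, 2521 near-term genes were altered, still more than in the premature fetus (1966), the newborn lamb (1228) and the adult sheep (437). Slide cannot be told apart: with slide as a block 2956 genes were past the threshold, but all PHE arrays share their slide with untreated replicate 4 alone, so that this count rests on 1 untreated array. A stronger near-term response stays open, since the size of the PHE effect corrected for noise does not decide: it was 0.95 without PHE replicate 1 and 0.81 with it (jackknife standard error 0.311), against 0.83 in the premature fetus both ways. In the adult sheep chance could be excluded (1 of 35 splits). In the premature fetus and the newborn lamb, where replicate numbers are taken to pair the arrays, only the 8 splits that part every pair are comparable, and 1 of 8, the real one, gave as many in each. With so few splits their share cannot decide on chance, although all other splits, with pairs parted or not, gave at most 1 gene at either age.

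Near-term PHE replicate 1, which the means of Table S1 do not use, was scored over 178 genes altered in one direction at all the other ages and well above background on all near-term arrays, with 0 at the mean of the untreated arrays and 1 at that of PHE replicates 2 to 4. It scored 0.739, outside the near-term untreated arrays (-0.05 to 0.04) and below PHE replicates 2 to 4 (1.02, 0.838 and 1.14), which argues against an untreated artery under a PHE label. Its brightness may account for its distance: across 6938 genes, its difference from the other PHE arrays followed the difference between a dim and a bright untreated array (r = 0.517). A weaker response of that artery stays open.

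The PHE effect differed between the near-term and the premature fetus for 499 genes, between the newborn lamb and the near-term fetus for 1249, between the adult sheep and the newborn lamb for 12 and between the adult sheep and the premature fetus for 105 with all arrays, and without near-term PHE replicate 1 for 1567, 2504, 15 and 210. With all arrays, of 100 splits drawn, 3, 4, 1 and 1 gave as many, the real one included. In the comparisons with the near-term fetus, other splits gave up to 1082 and 1926 genes, more than the real ones. Those splits mix arrays of unlike spread (median replicate SD 0.60 at near-term, 0.22 in the premature fetus and 0.24 in the newborn lamb), so that chance is not excluded there. In the comparisons with the adult sheep, other splits gave at most 1 and 17 genes, which argues against chance for splits that disregard replicate numbers. Splits that part the pairs of the premature fetus and the newborn lamb were not counted for these comparisons. Each of these comparisons is between ages scanned on different days, so that an effect of scan day and one of age cannot be told apart.

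Between the near-term and the premature fetus the named genes whose effect differed both without near-term PHE replicate 1 and with all arrays were, with the log2 differences in that order, IL6 (-3.81 and -3.69), MT1A (-3.85 and -3.73), SLCO4A1 (-3.88 and -4.44), IKBKB (-1.37 and -1.32), EGR1 (2.56 and 2.23), NFKBIA (-1.98 and -2.19), IL1B (-5.31 and -5.30), NCOR1 (1.08 and 1.18), STAT3 (-1.17 and -1.24), MT2A (-2.98 and -2.85), C9H6ORF203 (1.40 and 1.76), UCHL3 (-2.06 and -2.26), ZBED5 (2.26 and 2.19), C-JUN (4.00 and 3.99) and NFIC (1.52 and 1.60). Only without that array, ZFP36 (1.74 and 1.41), HMGB1 (-0.98 and -0.71), JAK1 (-0.88 and -0.74), SOCS3 (2.95 and 2.59), FOS (3.82 and 3.41), CYR61 (2.34 and 2.01) and CD14 (-2.38 and -2.02) differed as well. The untreated values of IL6, SLCO4A1 and IL1B lie mostly near the background, which stands higher relative to the signal on dim near-term arrays, so that the size of their differences, and whether the near-term rise is smaller, is not settled. Of the genes that differed both ways, IKBKB, EGR1, NCOR1 and STAT3 were not past the threshold with slide as a block.

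Between the newborn lamb and the near-term fetus they were SLCO4A1 (3.18 and 3.73), EGR1 (-4.72 and -4.38), IL1B (4.18 and 4.17), ZFP36 (-3.13 and -2.80), DUSP1 (-4.03 and -3.50), KLF2 (-4.37 and -4.07), HMGB1 (1.29 and 1.03), NCOR1 (-1.09 and -1.18), FOS (-5.66 and -5.25), CYR61 (-4.22 and -3.89), CTGF (-3.78 and -3.57), NR4A1 (-4.41 and -3.95), HSPA1A (-5.53 and -4.96), UCHL3 (2.01 and 2.22), ZBED5 (-1.77 and -1.70), C-JUN (-4.32 and -4.31) and NFIC (-1.95 and -2.03), and only without that array FOXO1 (-1.57 and -1.21), JAK1 (0.92 and 0.78), SOCS3 (-2.30 and -1.93), CD14 (2.45 and 2.09) and HBA1 (1.83 and 1.38). The sizes for SLCO4A1, IL1B and KLF2 are limited by background in the same way. Of the genes that differed both ways, KLF2, HMGB1 and NCOR1 were not past the threshold with slide as a block.

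Between the adult sheep and the newborn lamb they were EGR1 (3.78), ZFP36 (2.13, not with slide as a block) and CKS2 (3.51), and between the adult sheep and the premature fetus IKBKB (-1.47), KLF4 (2.27), NFKBIA (-3.12), IL1B (-5.38, a size limited by background), C9H6ORF203 (1.96, not with slide as a block) and CKS2 (3.70).

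Immediate early genes rose more at both ages of one scan day, the near-term fetus and the adult sheep, than at both ages of the other: 8 of 15 genes, where chance gives 2.5, with a median difference of 1.73 (log2). For heat shock genes it was 0 of 6, where chance gives 1. Averaged over the ages of each scan day, all 6 rose more in the near-term fetus and the adult sheep (median difference 0.69). Fold changes compressed on one scan day are argued against by cytokine and chemokine genes, which rose less at the near-term fetus and the adult sheep (7 of 10 genes at both, median difference -1.77). Arteries of these scan days handled or stimulated differently, and age itself, cannot be told apart, since 0 ages were scanned on more than 1 day.

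Untreated arteries, which the paper does not compare between ages, differed for 4117 genes between the near-term and the premature fetus, 4394 between the newborn lamb and the near-term fetus and 5137 between the adult sheep and the newborn lamb, each found in only 1 of 35 splits, so chance could be excluded. Slide and scan day cannot be told apart from age, since neighbouring ages share no slide. The adult sheep and the near-term fetus do share slides, and 3705 genes differed between them with slide as a block, but that is another comparison. Within one day 1118 genes differed between the newborn lamb and the premature fetus and 4178 between the adult sheep and the near-term fetus. Maturation of the artery stays open.

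Probes without a symbol, which the paper does not discuss, were altered as well: 762 in the premature fetus, 2219 in the near-term fetus, 428 in the newborn lamb and 86 in the adult sheep. Their shares of those tested (9.79%, 29.1%, 5.69% and 1.16%) were below those of genes named through Table S1 (54.2%, 70.4%, 37.7% and 16.1%), which were listed because they were altered. Whether this accounts for the whole difference cannot be told apart. Probes named without Table S1 were altered 1.80 times as often as unnamed ones by the median over ages (1.71, 1.19, 1.89 and 4.97 at each age), but genes of that table were taken out of the unnamed probes and not out of those with a reference name, which raises this ratio by itself.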

How the results depend on the processing

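Values were recomputed under up to 55 settings, of which 32 left out 1 array and 5 were chosen after seeing the data. These are the array weights, the brightness covariate, the names independent of Table S1 and the 2 that left out near-term PHE replicate 1 with another test or fit. Of the planned settings that left out no array, 18 in number, counts, sizes, spreads and set tests moved in 75 cases, weakened in 1 and stayed in 191. Named genes kept direction and call in 1707 cases, lost the call in 46 (19 with slide as a block and 16 with normexp), gained it in 16 and reversed in 3. A count is said to move beyond 1.5 times its value with the fit to all arrays, and a size or spread beyond its jackknife error. By these limits no count, size, spread or set test moved with the floor, the filter on both groups, fry, the mean of probes, no fold threshold or the deposited matrix. The cause was not tested except where the setting's construction shows it.

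With unadjusted p, which calls more genes by construction, 1648 genes were altered in the newborn lamb and 903 in the adult sheep, and 330 at all ages, 824 at near-term and in the newborn lamb and 514 in the newborn lamb and the adult sheep. Interactions numbered 2081 (near-term against premature), 2622 (newborn against near-term), 507 (adult against newborn) and 1045 (adult against premature).

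The methods' t-test gave 2764, 1835, 1812 and 597 altered genes in order of age, interactions of 1137 (near-term against premature), 568 (adult against newborn) and 1270 (adult against premature), and 372 genes shared by the newborn lamb and the adult sheep. With adjustment it gave 13 in the near-term fetus and 9 in the adult sheep, interactions of 7 (near-term against premature), 0 (newborn against near-term) and 0 (adult against newborn), shared genes of 3 (all ages), 13, 8 and 4 (neighbouring ages), and untreated differences of 1378 (near-term against premature) and 1740 (newborn against near-term).

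Normexp background correction gave 1150 altered genes in the premature fetus and 620 in the newborn lamb, 596 shared by the fetal ages and 277 by the near-term fetus and the newborn lamb, interactions of 3507 (newborn against near-term), 7 (adult against newborn) and 59 (adult against premature), and 2321 genes differing between untreated near-term and premature arteries. The size of the PHE effect was 0.56 in the premature fetus and 0.49 in the newborn lamb, and the spread 0.35 in the premature fetus and 0.25 in the adult sheep. It reversed NCOR1 (-0.028), CD68 (-0.10) and ZNF208 (-1.10) in the near-term fetus. It moved the median log2 fold change of all genes from -0.09 to -0.21 in the premature fetus and to -0.42 in the near-term fetus, and median scaling moved these to -0.21 and -0.24.

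Quantile normalization gave interactions of 811 (near-term against premature), 19 (adult against newborn) and 206 (adult against premature) and a spread of 0.31 in the adult sheep. Median scaling gave 1142 altered genes in the premature fetus, 634 in the newborn lamb, 553 shared by the fetal ages and 320 by the near-term fetus and the newborn lamb, and interactions of 304 (near-term against premature), 610 (newborn against near-term) and 45 (adult against premature). With no filter on dim probes, interactions were 325 (near-term against premature) and 66 (adult against premature), and 6432 genes differed between untreated near-term and premature arteries. There the near-term cytokine genes had a median of -0.23, and fry did not call them. With the filter on all 32 arrays the effect size was 0.70 in the premature fetus and 0.55 in the newborn lamb, and the spread 0.178, 0.479, 0.205 and 0.285 in order of age.

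With only the arrays compared there were 2881, 271, 1803 and 151 altered genes, interactions of 124 (near-term against premature), 294 (newborn against near-term) and 430 (adult against premature), and 68 genes shared by all ages and 192, 134 and 117 by neighbouring ages. Replicate number as a block gave 170 genes for adult against premature. Slide as a block gave 1453 and 1920 for the interactions with the near-term fetus and 114 genes altered at all ages. Replicate number as a block moved no other count, and 3 calls of named genes were gained with it. These blocks cannot estimate differences between untreated arteries of neighbouring ages, and no value was obtained. Near-term values with slide as a block rest on untreated replicate 4 alone. With an estimated correlation, camera's near-term cytokine p was 0.0692.

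The settings chosen after seeing the data gave, with array weights, 2786, 1782 and 789 altered genes in the premature fetus, the newborn lamb and the adult sheep, 287 at all ages, 473 in the newborn lamb and the adult sheep, and interactions of 2206 (near-term against premature), 2846 (newborn against near-term), 229 (adult against newborn) and 1018 (adult against premature). Array brightness as a covariate gave 199 for adult against premature. The methods' t-test without near-term PHE replicate 1 gave 2764, 2921, 1812 and 597, with interactions in the same order of 1818, 2442, 568 and 1270, and 372 shared by the newborn lamb and the adult sheep. Only the arrays compared without that array gave 2881, 1379, 1803 and 151, 430 for adult against premature, 78 at all ages and 117 in the newborn lamb and the adult sheep.

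With arrays left out in turn, altered genes ranged from 1310 (without premature PHE replicate 2) to 1979 (without near-term PHE replicate 1) in the premature fetus, 2730 to 4441 in the near-term fetus, 719 to 1250 in the newborn lamb and 225 to 548 in the adult sheep. Interactions ranged from 199 (without near-term PHE replicate 3) to 1567 (without near-term PHE replicate 1) for near-term against premature, 704 to 2504 for newborn against near-term, 6 to 27 for adult against newborn and 57 to 210 for adult against premature, and untreated differences from 3679 to 4431, 4053 to 4705 and 4796 to 5262. Genes shared by all ages ranged from 131 (without adult PHE replicate 1) to 252 (without adult PHE replicate 2), and by neighbouring ages from 734 to 1252, 395 to 730 and 163 to 370. The effect size ranged from 0.81 to 0.85, 0.65 to 0.96, 0.65 to 0.71 and 0.48 to 0.63, and the spread from 0.19 to 0.22, 0.54 to 0.64, 0.23 to 0.25 and 0.31 to 0.37. Camera's p for cytokine genes ranged from 1.05e-22 to 2.22e-18, 7.75e-07 to 0.0154, 1.70e-24 to 6.75e-20 and 1.08e-15 to 7.50e-08. Of these, 36 moved and 828 stayed, and among named genes 83 calls were lost, 34 gained and 7019 stayed.

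Signal over background limits dim genes: where an untreated group has no array well above background a fold is a lower bound, and the near-term untreated arrays, with a 75th percentile of 1.41 to 15.4 times background, limit near-term values most.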

Differences from the paper's values

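Of 34 counts that the paper states, 15 differ, and of 107 fold changes in Table S1, for 32 genes, 8 differ. Counts are of genes with a symbol, and a count is taken to differ beyond 1.5-fold. The alternatives were set before the data were examined, and those not named as coming within the paper's value did not.

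Genes altered in the newborn lamb numbered 641 (the paper's 1016), 385 higher (the paper's 614) and 256 lower (the paper's 402). Within the paper's numbers of genes altered, in total and for each direction, come unadjusted p (893, 525 and 368), the methods' t-test (984, 586 and 398), only the arrays compared (977, 585 and 392), replicate number as a block (724, 430 and 294), slide as a block (697, 417 and 280) and leaving out near-term untreated replicate 4 (696, 419 and 277) or near-term PHE replicate 1 (720, 425 and 295). The adjusted t-test does for the total (695) and the higher genes (449), quantile normalization for the lower genes (287), and leaving out near-term PHE replicate 4 for the total (680) and the lower genes (273). No fold threshold (655), normexp (422), median scaling (499), the floor (661), the filter on both groups (539), no filter (578), the mean of probes (639) and the deposited matrix (639) do not.

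Genes altered in the adult sheep numbered 266 (the paper's 438), within it with unadjusted p (528), the methods' t-test (390), replicate number as a block (330) and without adult PHE replicate 2 (384), near-term untreated replicate 4 (294) or near-term PHE replicate 1 (319). The 60 lower genes (the paper's 155) are within it with unadjusted p (193) and the methods' t-test (133). Genes altered in both the newborn lamb and the adult sheep numbered 205 (the paper's 361), within it with unadjusted p (394), the methods' t-test (306), replicate number as a block (246) and without adult PHE replicate 2 (293) or near-term PHE replicate 1 (252). Of these 41 were lower in both (the paper's 116), within it with unadjusted p (126) and the methods' t-test (95), and 0 were opposite (the paper's 2), with 0 under every alternative.

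Genes altered in opposite directions in the premature and the near-term fetus numbered 6 (the paper's 22), within it only with slide as a block (25). In the near-term fetus and the newborn lamb they numbered 13 (the paper's 7), within it with median scaling (6) and without newborn untreated replicate 2 (9), newborn PHE replicate 4 (9) or near-term PHE replicate 3 (10). By the fold changes listed in Supplemental Table S8, however, the paper's number for this pair is 35, and 13 lies below it. At all 4 ages 28 genes altered were lower (the paper's 55), within it with unadjusted p (75), the methods' t-test (39), replicate number as a block (38) and without adult PHE replicate 2 (41) or near-term PHE replicate 1 (44), and 1 changed direction (the paper's 5), which no alternative reached.

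Genes altered in the premature and not the near-term fetus numbered 358 (the paper's 629), within it with unadjusted p (432), the methods' t-test (726), slide as a block (622) and without near-term untreated replicate 1 (422) or 3 (428) or PHE replicate 2 (423) or 4 (439). Those altered in the newborn lamb and not the adult sheep numbered 436 (the paper's 655), within it with unadjusted p (499), no fold threshold (447), the methods' t-test (678) and its adjusted form (693), quantile normalization (520), the floor (456), the mean of probes (441), only the arrays compared (877), replicate number as a block (478), slide as a block (530) and 16 of the 32 fits that left out 1 array, 7 of them without an adult array (446 to 511), 7 without a near-term array (442 to 472), 1 without newborn PHE replicate 2 (447) and 1 without premature untreated replicate 1 (439). Those altered in the newborn lamb and not the near-term fetus numbered 244 (the paper's 544), within it with the methods' t-test (602), its adjusted form (689) and slide as a block (426).

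For the log2 fold changes of Table S1, computed here from arithmetic means, CREM in the premature fetus was 6.84 (the paper's 7.194), within it with quantile normalization (7.18). EGR1 was 3.93 in the premature fetus (the paper's 6.338) and 6.22 in the near-term fetus (the paper's 8.702), and ZFP36 3.20 in the premature fetus (the paper's 6.525) and 4.66 in the near-term fetus (the paper's 7.787), with no alternative reaching it. ZFP36 in the newborn lamb was 1.80 (the paper's 2.842), within it with the mean of probes (2.33). FOS in the premature fetus was 4.19 (the paper's 4.781), within it with quantile normalization (4.40), the mean of probes (4.40) and without premature untreated replicate 4 (4.33), PHE replicate 2 (4.29) or PHE replicate 4 (4.37). VEGFA in the premature fetus was 1.74 (the paper's 2.417), within it with the mean of probes (2.29). Each of these genes has more than 1 probe. The probe whose value is nearest the paper's gives 7.19 for CREM, 6.34 and 8.40 for EGR1, 6.52, 7.46 and 2.84 for ZFP36, 4.78 for FOS and 2.31 for VEGFA. The near-term values of EGR1 and ZFP36 here use all arrays, whereas the means of Table S1 leave out near-term PHE replicate 1. Their remaining gaps are therefore not between the same arrays.

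The paper states that fewer genes respond at each later age. Here the near-term fetus had the most, 3474 in all and 1255 with a symbol, and the fall at each step was found with the methods' t-test alone among 15 settings that kept every array. That test without near-term PHE replicate 1, a setting chosen after seeing the values, gave 2921 at near-term and 2764 in the premature fetus. It states that its regulators were higher at every age. TNF was too dim to be tested in the adult sheep. FOXO1 in the newborn lamb rose by 0.75 without passing the threshold, except in the fit to newborn arrays alone (limma adjusted p = 0.0163). It names Fos as altered in the adult sheep and not in the newborn lamb. FOS was not past the threshold in the newborn lamb with all arrays, was past it with replicate number as a block and in 4 fits that left out 1 array, and its effect was not shown to differ between these ages (limma adjusted p = 0.366). It states that the PPAR pathway was inhibited, an activity that transcript levels do not measure. It also reports that PPAR expression in the MCA was inhibited with PHE. PPARG fell without passing the threshold in the fit to all arrays, was not tested in the adult sheep, and passed it at near-term with quantile normalization (-1.49) and normexp (-1.32) and in the newborn lamb in the fit to its own arrays (limma adjusted p = 0.00526).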

Other observations

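The tests chosen only after their results were seen are those of hemoglobin genes, of leukocyte markers and of the adult effect size.

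Cytokine and chemokine genes were higher with PHE. In the near-term fetus the real split was the strongest of 35, but another was nearly as strong (camera p = 3.84e-05 against 1.05e-05, both at the preset correlation). The near-term call also did not hold with the correlation estimated from the arrays, so that chance is not firmly excluded there. Nor could it be excluded in the adult sheep (2 of 35). In the premature fetus and the newborn lamb only 8 splits part all same-numbered pairs, too few for their share to decide (1 of 8 each), and the real split was the strongest of all 35 at both ages. More leukocytes in the PHE segments are a candidate explanation that cannot be told apart: neither CD14 nor CD68 rose by 0.5 times the cytokine median at 3 of 4 ages, and CD14 changed by -1.39 in the near-term fetus without PHE replicate 1 (-1.03 with it) without passing the threshold. Adjusted over the list alone, CD14 was called lower in the near-term fetus without that array. CD68 itself was called higher in the near-term fetus, the newborn lamb and the adult sheep, and in the premature fetus without near-term PHE replicate 1. Its near-term call was lost in 4 fits that left out 1 array and with slide as a block, and its sign reversed with normexp background correction. Its adult call was lost in 7 such fits, with normexp, with quantile normalization and with slide as a block. Both markers are well above background in untreated arteries, which would hide a small share, and in the adult sheep they rose by 1.21 and 1.24 against a cytokine median of 0.97.

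For genes altered at more than 1 age, 1 of 100 splits drawn gave as many, the real one included, for all 4 ages and for the 3 pairs of neighbouring ages. This cannot judge the overlap itself, since other splits of the premature fetus and the newborn lamb called at most 1 gene and so had almost none to share. The largest other numbers were 738 for the fetal ages (934 in the real split) and 331 for the near-term fetus and the newborn lamb (549). Spread between arrays as the whole cause of the fall in altered genes from the premature fetus to the adult sheep is argued against by the size of the PHE effect, corrected for spread. This size was 0.54 in the adult sheep (jackknife standard error 0.131) against 0.83 in the premature fetus. The argument is weaker with normexp background correction, where the sizes were 0.44 and 0.56, a gap smaller than that error. Without adult PHE replicate 2 the adult size was 0.63, still below the premature one.

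HBA1 was lower with PHE in the premature fetus (-1.96) and the near-term fetus (-2.83 without PHE replicate 1, -2.38 with it), and in the newborn lamb (-1.00) without near-term PHE replicate 1 (with all arrays, only when adjusted over the list alone). Blood washed out of the PHE segments is a candidate explanation that the arrays cannot decide. HBB, the other hemoglobin gene, changed by -0.71 in the premature and -1.10 in the near-term fetus without passing the threshold (limma adjusted p = 0.200 in the near-term fetus). In the newborn lamb HBB changed by 0.09, and between -0.62 and 0.65 with arrays left out in turn.

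Of the lists fixed beforehand, 14, 14, 13 and 12 of 15 immediate early genes were higher in order of age without near-term PHE replicate 1 (14, 14, 13 and 13 adjusted over the list alone), and 14, 15, 11 and 12 with all arrays (14, 15, 13 and 14 adjusted over the list alone). Heat shock genes were higher for 6, 6, 1 and 2 of 6 without that array (6, 6, 1 and 6 adjusted over the list alone) and for 6, 6, 1 and 1 with it (6, 6, 1 and 5). Of the genes named by the paper, 33 had a symbol, of which 21, 23, 18 and 20 were higher and 6, 6, 5 and 2 lower without that array, and 21, 22, 17 and 20 higher and 6, 7, 5 and 2 lower with it. Adjusted over the list alone, 21, 23, 19 and 20 were higher and 6, 7, 6 and 5 lower both ways. Of 2 PPAR partners with a symbol, 1 was higher in the near-term fetus and none at the other ages. Adrenergic receptors had no symbol here. Of markers, 1 of 2 fibroblast genes rose in the near-term fetus, no fat or brain gene was altered with or without near-term PHE replicate 1 (adjusted over the list alone, 1 brain gene was lower in the premature fetus without that array), the 1 smooth muscle gene was lower in the near-term fetus without that array (-1.02) and not past the threshold with it (-0.69, lower when adjusted over the list alone), and the 1 endothelial gene with a symbol was not tested.

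KBTBD4 was lower in the premature fetus (-2.98), where PHE replicate 4 alone lay far below the other arrays; without it, KBTBD4 was past the threshold at every age. ZNF263, ALG9 and PYGO2 were lower in the premature fetus (-2.18, -1.96 and -1.93), the near-term fetus without PHE replicate 1 (-1.43, -1.68 and -1.39, or -1.43, -1.31 and -1.08 with it) and the newborn lamb (-1.62, -1.34 and -1.38), and not past the threshold in the adult sheep. The near-term calls of ALG9 and PYGO2 were lost with slide as a block, and the newborn call of PYGO2 with normexp background correction.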
